# tRF-Gln-CTG-026 ameliorates liver injury by alleviating global protein synthesis

**DOI:** 10.1038/s41392-023-01351-5

**Published:** 2023-04-03

**Authors:** Sunyang Ying, Pengcheng Li, Jiaqiang Wang, Kaiqiong Chen, Yu Zou, Moyu Dai, Kai Xu, Guihai Feng, Changjian Zhang, Haiping Jiang, Wei Li, Ying Zhang, Qi Zhou

**Keywords:** Non-coding RNAs, Cell biology

## Abstract

tsRNAs (tRNA-derived small RNAs), as products of the stress response, exert considerable influence on stress response and injury regulation. However, it remains largely unclear whether tsRNAs can ameliorate liver injury. Here, we demonstrate the roles of tsRNAs in alleviating liver injury by utilizing the loss of *NSun2* (NOP2/Sun domain family, member 2) as a tsRNAs-generating model. Mechanistically, the loss of *NSun2* reduces methyluridine-U5 (m^5^U) and cytosine-C5 (m^5^C) of tRNAs, followed by the production of various tsRNAs, especially Class I tsRNAs (tRF-1s). Through further screening, we show that tRF-Gln-CTG-026 (tG026), the optimal tRF-1, ameliorates liver injury by repressing global protein synthesis through the weakened association between TSR1 (pre-rRNA-processing protein TSR1 homolog) and pre-40S ribosome. This study indicates the potential of tsRNA-reduced global protein synthesis in liver injury and repair, suggesting a potential therapeutic strategy for liver injury.

## Introduction

The liver performs various biological functions to maintain homeostasis, e.g., glycogen storage, nutrient metabolism, drug detoxification, bile secretion, and protein synthesis. When liver injury occurs, hepatocytes experience tremendous damage stress, which can cause various conditions, including hemorrhagic necrosis, hepatocellular apoptosis, hydropic degeneration, hepatic steatosis, and liver inflammation.^1,2^ The mechanisms of liver injury are complex and diverse, but converge to two aspects: immune and biochemical.^3^ Liver injury is an area of concern as it can initiate a series of abnormal apoptosis programs. Liver injury resulting from acute liver failure (ALF), cirrhosis, cancer, or other causes is responsible for numerous deaths worldwide. Liver transplantation is almost the only treatment to promote survival. However, the side effects and shortage of donor livers restrict this treatment. The liver is an organ into which small RNAs can be efficiently delivered; therefore, small RNA therapeutics may illuminate a new avenue in liver injury. Current small RNA therapeutics mainly rely on siRNAs. However, because of their immunogenicity, toxicity, and degradation, the development of novel small RNA therapeutics that resolve these issues is imperative.

tsRNAs (tRNA-derived small RNAs) are not random by-products from degrading tRNAs, but instead are accurately controlled non-coding small RNAs. tsRNAs are generally produced by recruiting ribonucleases, such as Dicer, ELAC2/RNase Z, and Angiogenin, to cleave tRNA.^4,5^ Based on the cleavage positions of mature or precursor tRNA, tsRNAs can be typically categorized into tRF-1s, tRF-3s, tRF-5s, and tRNA halves (tiRNAs).^6^ Accumulated evidence indicates that tsRNAs are involved in stress responses and have a broad association with injury.^7,8^ Under stress, tsRNAs can regulate ribosome biogenesis to control protein translation, promote stress granule (SG) assembly, and mediate the process of apoptosis.^5,6,9–11^ A recent study reported the proliferative effect of tsRNAs under damage stress.^12^ Despite their vital roles in regulating stress response and injury, owing to the lack of therapeutically focused research, tsRNAs have not been developed as small therapeutic RNAs to alleviate diseases.

To elucidate the roles of tsRNAs in the treatments of liver injury, an effective model to generate tsRNAs is necessary. It was reported that *NSun2* (NOP2/Sun domain family, member 2), a tRNA methyltransferase, is required to maintain tRNA modification, stabilize mature tRNA structures, and protect tRNAs from rapid degradation. *NSun2* depletion causes robust hypomethylation of the tRNA cytosine-C5 (m^5^C), followed by recruitment of nucleases to cut tRNAs, resulting in the accumulation of tsRNAs.^13–15^ Therefore, *NSun2* knockout (NS-KO) is a valuable model to explore the following question: as the by-products of the stress response, do tsRNAs participate in repairing liver injury? It is widely reported that tsRNAs regulate protein translation and are involved in ribosomal regulation.^16,17^ Moreover, the inhibition of global protein synthesis (GPS) can reduce protein misfolding and unfolding to promote survival.^18,19^ Hence, we speculate that tsRNAs can reduce GPS to alleviate liver injury.

Here, we establish the relationship between tsRNAs and liver injury and demonstrate that NS-KO changes tRNA posttranscriptional modifications and causes the generation of Class I tsRNAs (tRF-1s). Through screening, we also provide further evidence that tRF-Gln-CTG-026 (tG026), among NS-KO-derived tRF-1s, significantly ameliorates liver injury by suppressing GPS. Collectively, the results show that tG026 is a prospective therapeutic strategy to relieve liver injury-associated diseases.

## Results

### Establishing loss-of-*NSun2* as a tsRNA-generating model to alleviate injury in vitro

We first induced liver injury in mice to verify whether tsRNAs were involved in liver injury and repair (Fig. 1a). 

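The livers of this experiment came from male B6D2F1/Crl mice that were wild type (WT) or carried a deletion in NSun2 (NS-KO), which encodes a methyltransferase that makes 5-methylcytosine in tRNAs. The mice received corn oil alone (D0) or CCl4, a solvent that liver cells convert to a toxic product, as a 40% solution in corn oil at 2 mL per kg, and were examined on day 3 (D3) or, after repeated injections, on day 27 (D27). tRNA-derived small RNA sequencing (tsRNA-seq) gave 2 libraries for each of the 6 groups, 12 in all. The authors trimmed adapters with cutadapt, kept reads of 14 to 40 nt and aligned them with Bowtie, with 1 mismatch allowed, to mature tRNAs and then to precursor tRNAs. The deposited table gives whole-number read counts of each read sequence in each library, under every tRNA that it matched. Each distinct sequence was counted once, which gave 87699 sequences and 1705883 reads. WT libraries held 266322 and 161485 reads at D0, 81515 and 193377 at D3, and 156602 and 275568 at D27. NS-KO libraries held 70818 and 46937 reads at D0, 221446 and 127326 at D3, and 46973 and 57514 at D27. Counts were divided by these totals to give CPM. The paper profiles tsRNAs and miRNAs and scales to total aligned reads. The totals here hold tRNA reads only, so a given CPM can be a less strict threshold here. As in the paper's methods, a tsRNA was counted as expressed at a CPM of at least 20. This threshold corresponds to 2 to 6 reads in the WT libraries and 1 to 5 reads in the NS-KO libraries, with 1 read in NS-KO D0 replicate 2 and NS-KO D27 replicate 1. A count of 0 reads allows up to 3 reads of that library's total, and this limit covers counting error only, since the reads carry no molecular identifiers. The authors' subtypes were used, with tRF-1 for fragments of the 3′ trailer of a precursor (not all of them, since trailers of mt-Val-TAC are listed as Other), tRF-5 and tRF-3 for fragments from the 5′ or 3′ end of a mature tRNA, tiRNA for longer fragments that end near the anticodon, tRF-2 for internal fragments, and Other for the rest. Reads listed under more than 1 isodecoder made up 43.67% of all reads, and 49.53% of reads had no perfect match, so a fragment named here can share reads with related tRNAs. Differences between groups were tested with limma on log2 CPM scaled by TMM, in 1 fit to all libraries with 6 residual degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method over the 22065 fragments that reached a CPM of 20 in at least 1 library, or over 281 sums of reads by subtype and isodecoder. Numbers of tsRNAs and shares of reads were compared between genotypes by an exact two-sided permutation test of genotype within days.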

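WT livers expressed 2005 tsRNAs at D0 and 3194 at D3 in the mean CPM of 2 libraries per group. Of these, 1790 were expressed at both times, 215 at D0 only and 1404 at D3 only, with 1033 at D3 only without WT D3 replicate 1 and 2571 without replicate 2. Fragments of type Other numbered 1176 at D0 and 2053 at D3, tRF-3a fragments 112 and 173, and tRF-5c fragments 490 and 558. Single WT libraries held 1844 and 2127 tsRNAs at D0, and 4283 and 2776 at D3. The increase from D0 to D3 averaged 1544 in WT livers. WT D3 replicate 1, with the higher number, had 81515 reads, the fewest of the WT libraries. Thinned to 46937 reads each, the WT libraries held 4753 and 5678 tsRNAs at D0 and 8647 and 6243 at D3. With at least 2 reads required as well, they held 1486 and 1784 at D0 and 2826 and 2008 at D3. At equal reads outside tRF-5c, they held 8124 and 8369 tsRNAs at D0 and 8829 and 8576 at D3. With 2 WT libraries on each day, no exact test of this increase could pass a threshold of 0.05. Among sums by subtype and isodecoder, tRF-3b of Glu-TTC, a fragment of the 3′ end of a glutamate tRNA, rose in WT livers at D3 by a log2 fold change of 1.87 (standard error 0.32, adjusted p = 0.046 from limma) and was not called with voom weights. For single fragments, limma called 0 higher and 0 lower at D3 in WT livers, against 391 and 308 at an unadjusted p under 0.05 and 0 and 0 with voom weights.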

We found that the number of tsRNAs increased in mice with liver injury (Fig. 1b), demonstrating that the generation of tsRNAs is related to liver injury. To further study the relationship between tsRNAs and liver injury, it is necessary to establish a tsRNAs-generating model. Before establishing model, we first define the standard of high and low damage stress in cell experiments in vitro. We performed H_2_O_2_ dose gradient experiments in both HL-7702 and AML12 cells. The EdU incorporation results showed that under >10 μM H_2_O_2_ stress, cell proliferation was significantly inhibited in HL-7702 and AML12 cells (Supplementary Fig. S1a–c). With the increase of dose, no proliferative cells in HL-7702 cells under 500 μM H_2_O_2_ stress (Supplementary Fig. S1b) and AML12 cells under 60 μM H_2_O_2_ stress because cells die (Supplementary Fig. S1c). Hence, we define 10 μM H_2_O_2_ stress as low H_2_O_2_ stress or proliferation stress, which cannot trigger cells death, but inhibit cell growth. On the other hand, CCK-8 assay suggests that under 500 μM H_2_O_2_ stress, most of HL-7702 cells die, and under 100 μM H_2_O_2_ stress most of AML12 cells die. For the concentration less than 500 μM for HL-7702 and 100 μM for AML12, cells cannot significantly die. For the concentration higher than 500 μM for HL-7702 and 100 μM for AML12, cells will all die (Supplementary Fig. S1d, e). Therefore, we define 500 μM H_2_O_2_ stress for HL-7702 and 100 μM H_2_O_2_ stress for AML12 as high H_2_O_2_ stress, lethal stress, or survival stress. From screening of three tRNA modification enzymes (NSun2, Mettl1, and Dnmt2) in the HL-7702 cell line, under low damage stress, *NSun2* knockdown (NS-KD) was shown to result in increased proliferation compared with ME-KD (*Mettl1* knockdown) and DN-KD (*Dnmt2* knockdown) (Fig. 1c, e); in addition, under high (lethal) stress, *NSun2* knockdown increased cell survival (Fig. 1d, e). We also confirmed the results in the AML12 cell line (Supplementary Fig. S1f, g, i). To further explore the roles of NS-KD in cell injury, we measured cell proliferation for 5 days continuously under low H_2_O_2_ stress using a growth curve experiment. Our results showed that NS-KD increased cellular proliferation under the H_2_O_2_ treatment (Fig. 1f). In contrast, we applied different high-intensity stress inducers (CCl_4_, acetaminophen, and oleinic acid mixture) and measured cell survival. The results show that NS-KD improved cell survival under stress damage (Fig. 1g, i). As expected, NS-KD functions only under stress. Under basal conditions, NS-KD does not affect cell proliferation (Fig. 1h, i and Supplementary Fig. S1h, i). Furthermore, to determine the effect of *NSun2* loss on cell migration, we performed a cell migration assay using HL-7702 cells and found that the migration of HL-7702 remained unchanged after NS-KD (Supplementary Fig. S1j). Collectively, these results suggest that liver injury is related to tsRNA generation, and that NS-KD promoted cell proliferation and survival but did not change the cell migration under stress in vitro.

**Fig. 1:**
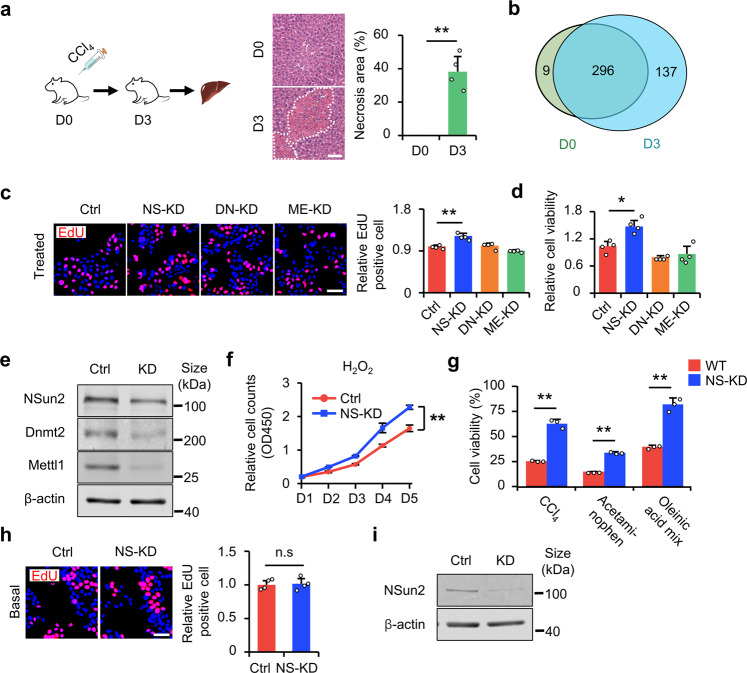
NS-KD alleviates cell injury. **a** CCl_4_-induced liver injury. Left panel: schematic of the construction of liver injury mice models. Liver injury was induced by CCl_4_ injection. The lower part indicates the time, i.e., D0: intraperitoneally (i.p.) injection of CCl_4_ or vehicle on day 0. D3: assessing the extent of liver injury on day 3. Right panel: H&E staining showing hepatic necrosis following injection of vehicle (D0) or CCl_4_ (D3). Dotted lines indicate the necrotic or inflammatory area, and the percentage of the necrotic or inflammatory area is quantified. Scale bar, 50 μm; *n* = 4 mice. **b** Venn diagram showing the numbers of tsRNAs in the presence or absence of CCl_4_ stress. The color represents samples with or without CCl_4_ stress. The numeral is the number of tsRNAs in the corresponding area. The data are acquired by tsRNA-seq, and each group comprised two duplicate samples. **c** The effect of four tRNA modification enzymes on HL-7702 proliferation under H_2_O_2_ stress. Treated: H_2_O_2_. Left panel: representative images of EdU staining are shown. Right panel: statistical results. Scale bar, 100 μm. EdU-positive cells were analyzed as data relative to the control *n* = 4 replicates. **d** Relative HL-7702 viability (CCK-8 assay) was assessed by detecting the OD450 value. *n* = 4 replicates. **e** NSun2 expression was measured to verify the knockdown effect of NSun2 by western blotting in (**c**) and (**d**). **f** Detection of HL-7702 proliferation using CCK-8 assay under H_2_O_2_ stress at the indicated time points (day 1, day 2, day 3, day 4, day 5), **P < 0.01, versus control siRNA at day 5. **g** Detection of transfected HL-7702 cell survival after stimulation with other chemicals. HL-7702 viability was assessed by the CCK-8 assay. *n* = 3 replicates. **h** Detection of transfected HL-7702 cell proliferation in the absence of stress damage. Basal: no H_2_O_2_. Left panel: representative images of EdU staining. Right panel: statistical results. Scale bar, 100 μm. EdU-positive cells were analyzed relative to the control. *n* = 4 replicates. **i** NSun2 expression was measured to verify the knockdown effect of NSun2 by western blotting for (**f**–**h**) and Supplementary Fig. S1j. *NSun2* siRNA: NS-KD; Ctrl siRNA: Ctrl. All data are expressed as the mean ± SD. *P < 0.05, **P < 0.01, *n.s*. no significance, Student’s *t*-test

### NS-KO ameliorates liver injury in vivo

As mentioned above, the loss of *NSun2* is an appropriate model to study tsRNAs^15^ and can improve cell proliferation and survival under stress. Therefore, we generated NS-KO mice via CRISPR/Cas9-mediated 56 bp deletion in exon 2 of the *NSun2* gene (Fig. 2a and Supplementary Fig. S2a), and, through immunohistochemical staining, demonstrated that NSun2 was localized in the nucleus of both parenchymal and nonparenchymal cells under non-stress conditions (Supplementary Fig. S2b). Functionally, we first verified whether the *NSun2* deletion mutant responded to the stress of liver injury. In the absence of stress damage, NS-KO did not cause abnormalities in liver morphology and pathophysiology (Fig. 2b), indicating that neither NS-KO nor the consequently produced tsRNAs functioned in the absence of stress. After modeling short- or long-term liver injury by intraperitoneal injection (i.p.) of CCl_4_ (Fig. 2c), we demonstrated that NS-KO responded to stress damage and attenuated liver injury. On day 3 after a single CCl_4_ injection, necrosis and inflammation were observed in the liver; on day 27, fibrosis was observed. The degree of necrosis was lower in NS-KO mice than in wild-type (WT) mice (Fig. 2d). Next, we examined the blood biochemical indices after single or repeated injection of CCl_4_. Alanine aminotransferase (ALT), aspartate aminotransferase (AST), and alkaline phosphatase (ALP) concentrations reached their maximum values on day 3 after a single CCl_4_ injection, indicating considerably severe hepatocyte damage, and afterward decreased to relatively normal levels on day 27 of repeated CCl_4_ injection. All three indicators in NS-KO mice were lower than those observed in WT mice, implying minor liver damage in NS-KO mice (Fig. 2e, f and Supplementary Fig. S2c). Similarly, long-term injury generates fibrosis. The extent of fibrosis in NS-KO mice was milder than that in WT mice (Supplementary Fig. S2d). To investigate how the loss of *NSun2* ameliorates liver injury, we measured hepatocyte proliferation through BrdU incorporation and Ki67 staining assays. Compared with WT mice, we found that the number of proliferating hepatocytes in NS-KO mice was significantly higher on day 3 of liver injury (Fig. 2g and Supplementary Fig. S2e). We also examined how *NSun2* loss affects cell death using the TdT-mediated dUTP nick end labeling (TUNEL) assay. The results suggested that the number of apoptotic hepatocytes peaked on day 3 of liver injury and then progressively declined. Fewer apoptotic hepatocytes were detected in NS-KO mice than in WT mice, implying that the loss of *NSun2* resisted cell apoptosis (Fig. 2h). The expression of pro-proliferation, pro-survival, and anti-inflammation-related genes was increased under stress, whereas the expression of anti-proliferation, anti-survival, and pro-inflammation-related was suppressed (Fig. 2i and Supplementary Fig. S2f, g). In sum, we observed milder liver damage in NS-KO mice than WT mice in both short-term and long-term liver injury, suggesting that *NSun2* loss attenuates liver injury in vivo.

**Fig. 2:**
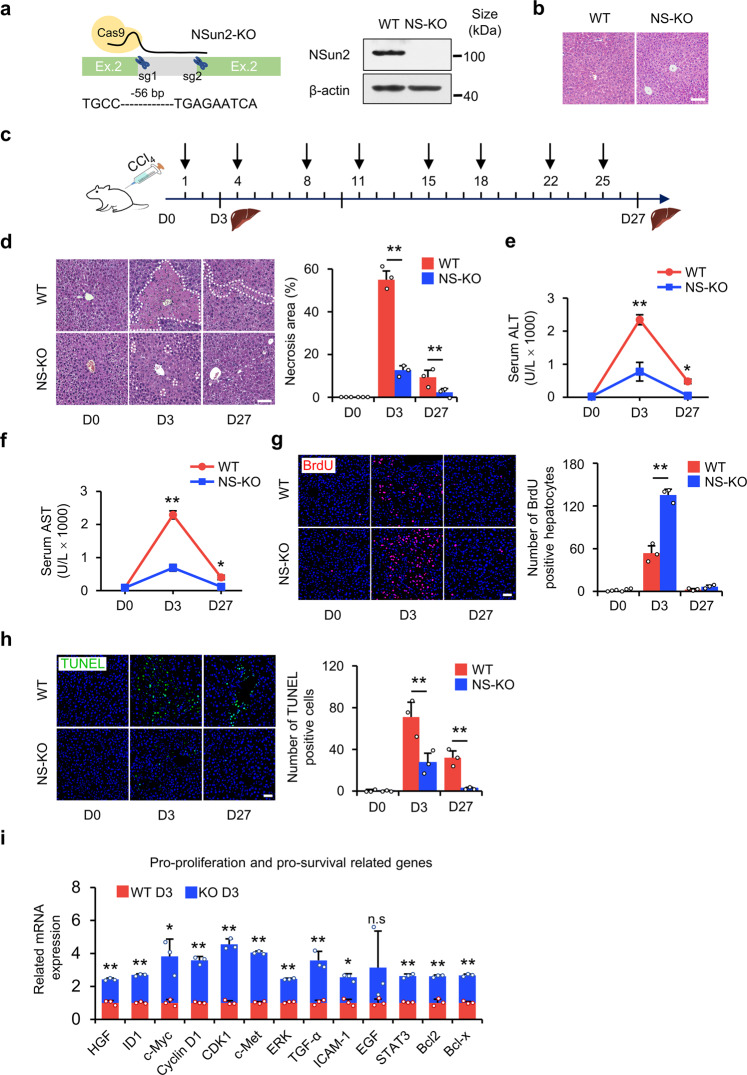
NS-KO improves liver necrosis, regeneration, and survival in vivo. **a** Generation of NS-KO mice. Left panel showing a schematic representation of NS-KO mice, *NSun2* genomic locus, and *NSun2* deleted locus. The targeting sgRNA was designed to knock out 56 bp DNA fragments in exon 2 of the *NSun2* gene. The right panel is genotyping analysis of WT and NS-KO mice confirmed by western blotting. **b** H&E staining showing mouse liver in WT and NS-KO mice not subjected to stress. Scale bar, 50 μm; *n* = 3 mice. **c** Schematic of the construction of liver injury mice models. Liver injury was induced by repeated injections of CCl_4_. The part above the arrow line of time represents the injection time, and the part under the arrow line represents the liver-obtained time. D0: no injury; D3: day 3 after injury; D27: day 27 after injury. **d** H&E staining showing hepatic necrosis at different time points after CCl_4_ injection. Dotted lines indicate the necrotic or inflammatory area and the percentage of the necrotic or inflammatory areas is quantified. Scale bar, 50 μm; *n* = 3 mice. **e**, **f** Mouse serum ALT (**e**) and AST (**f**) concentrations were assessed to determine the degree of liver injury after repeated CCl_4_ injection, *n* = 4 mice. **g** Hepatocytes proliferation in liver sections. Three hours before the mice were euthanized, 5-bromodeoxyuridine (BrdU) incorporation was performed for WT and NS-KO mice treated with CCl_4_ and BrdU-positive hepatocytes were quantified. Scale bars, 200 μm; *n* = 3 mice. **h** TdT-mediated dUTP nick end labeling (TUNEL) assay on liver sections of WT mice or NS-KO mice treated with CCl_4_. Green cells indicate TUNEL-positive (apoptotic) cells. Nuclei were stained with DAPI, and TUNEL-positive nuclei were quantified. Scale bars, 200 μm; *n* = 3 mice. **i** Proliferation- and survival-related gene expression was quantified by qRT-PCR after liver injury. *n* = 3 mice. For data in this figure, representative images are shown. All data are presented as the mean ± SD. *P < 0.05, **P < 0.01, Student’s *t*-test

### NS-KO-derived small RNAs improve proliferation and survival under stress

We hypothesized that NS-KO prevents liver injury through NS-KO-derived small RNAs. To test this hypothesis, we first knocked down *NSun2* in the HL-7702 cell line, transfected cells with mutant *NSun2* (K190M or C271A), which has no enzymatic activity, into the HL-7702 cell line, and subjected the cells to cytotoxic stimuli. The EdU incorporation and cell proliferation assays showed that only WT *NSun2* inhibited cell proliferative promotion caused by *NSun2* knockdown (Fig. 3a, b, d) instead of *NSun2* mutant (K190M or C271A). Similarly, only WT *NSun2* reversed the increase in cell viability induced by NS-KD; the *NSun2* mutants did not (Fig. 3c, d). These results demonstrated that the loss of *NSun2* promotes cell proliferation and survival under stress mainly through the loss of tRNA methyltransferase activity. When NSun2 loses its methyltransferase activity, tRNA modifications are inevitably reduced. To confirm this hypothesis, we measured multiple tRNA modifications (41 types of modifications) in the liver tissue at different time points (Supplementary Fig. S3a). The 41 modifications were m^5^U, m^5^C, C, A, G, U, 3’-OMeA, Cm, m^3^C, i^6^A, m^1^A, s^2^C, m^6^A, 3’-OmeC, Am, m^22^G, Um, I, m^1^G, m^7^G, m^2^G, 3’-OMeI, s^2^U, s^4^U, ac^4^C, 3’-OMeU, Ψ, Im, m^3^U, m^1^Ψ, t^6^A, ms^2^t^6^A, m^5^Cm, m^2,2,7^G, ac^4^Cm, 5’-OMeT, Gm, m^5^s^2^U, mo^5^U, hm^5^C, m^5^Um. All the modifications were accurately measured, as demonstrated in the ion channel map (Supplementary Fig. S3b). The variation in these modifications is shown in the heatmap and data (Supplementary Fig. S3c and Supplementary Table S2). In NS-KO cells, tRNA expression was reduced (Fig. 3e). Modifications with the most significant variations were tRNA m^5^U and the previously described m^5^C.^13^ Both are significantly decreased in the NS-KO sample (Fig. 3f, g).

**Fig. 3:**
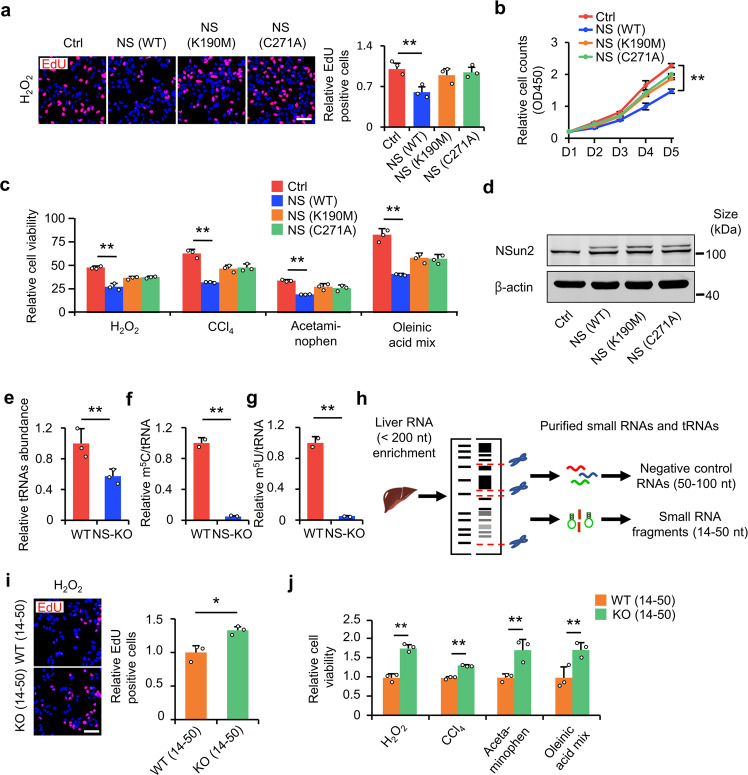
NS-KO-derived tsRNAs alleviate liver injury. **a** *NSun2*-knockdown HL-7702 cells were rescued with wild-type *NSun2* (NS), two catalytically dead mutants (K190M, C271A), or the empty vector. Relative levels of EdU-positive cells were determined. *n* = 3 replicates. **b** Cell proliferation assay (CCK-8) of *NSun2*-knockdown HL-7702 rescued by enzymatic-dead *NSun2*. Detection of OD450 at the indicated times (day 1, day 2, day 3, day 4, day 5) under H_2_O_2_ stress, **P < 0.01, versus NS-KD at day 5. **c** Cell viability detection of *NSun2*-knockdown HL-7702 rescued by enzymatic-dead *NSun2*. Relative cell viability was assessed by CCK-8 assay. *n* = 3 replicates. The data in Fig. 3c and Fig. 1g are from the same batch of experiments. **d** *NSun2* expression was measured to verify the rescue effect of *NSun2* by western blotting in (**a**–**c**). **e** tRNA abundance in WT and NS-KO mice. Data indicate the tRNA abundance relative to WT, *n* = 3 mice. **f**, **g** Liquid chromatography-mass spectrometry showing the differences of tRNA m^5^U (**f**) and m^5^C (**g**) modifications in WT and NS-KO mice. Data are shown as a relative value (tRNA modification/total tRNA), *n* = 2 mice. **h** Schematic for isolating small liver RNAs. **i** EdU assay showing the proliferation of isolated fragments. EdU-positive cells were analyzed as data relative to WT. Scale bar, 100 μm. *n* = 3 replicates. **j** CCK-8 assay showing the survival of isolated fragments. Relative cell viability (CCK-8 assay) of 14–50 nt RNAs transfection was assessed by detecting the OD450 value. *n* = 3 replicates. For all data in this figure representative images are shown. All data are presented as the mean ± SD. *P < 0.05, **P < 0.01, Student’s *t*-test

The above findings showed that NS-KO functions by losing its methyltransferase activity while reducing tRNA m^5^U and m^5^C modifications. We then investigated whether NS-KO-derived small RNAs were sufficient to improve cell proliferation and survival under stress. We isolated liver RNA fragments of 14–50 nt and 50–100 nt (as a negative control) from WT and NS-KO mice (Fig. 3h). As the size of tsRNAs are always less than 50 nt, we considered 14–50 nt RNAs as tsRNAs-containing RNAs, and 50–100 nt RNAs as non-tsRNAs and negative control. We first detected the proliferative difference under low H_2_O_2_ stress between 14–50 nt RNAs and 50–100 nt RNAs. The EdU incorporation assay showed that the transfection with 14–50 nt RNA fragments from NS-KO mice increased cell proliferation instead of those fragments from WT mice (Fig. 3i, and Supplementary Fig. S3f). However, for 50–100 nt RNA fragments, we did not find any proliferative difference between WT mice and NS-KO mice (Supplementary Fig. S3d, f). Similarly, the CCK-8 assays showed that 14–50 nt RNA fragments from NS-KO mice increased cell survival after injury instead of 14–50 nt RNA fragments from WT mice and 50–100 nt RNA fragments from both mice (Fig. 3j, and Supplementary Fig. S3e, f). Thus, NS-KO-derived 14–50 nt RNA fragments play an essential role in improving cell proliferation and survival after injury.

### tRF-1s are the essential products of NS-KO

To achieve a comprehensive analysis of the metabolic characteristics of tsRNAs and analyze the tsRNAs differences in WT and NS-KO mice after different stress damage, we first determined that the number of miRNAs was not notably altered by NS KO (WT 52.96%, NS-KO 53.12%) (Supplementary Fig. S4a). 

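tRF-5c fragments of Gly-GCC made up 48.94% of tsRNA reads in WT livers and 11.9% in NS-KO livers (means of 6 libraries). The 31-nt tRF-5c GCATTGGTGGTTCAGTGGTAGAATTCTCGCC, which matches Gly-CCC and Gly-GCC tRNAs, had 142800 reads. The tRF-1 with the highest count, TCGGAGGCTTTGTTTT, had 8887 reads and comes from the trailer of an initiator methionine tRNA gene on chromosome 3 of GRCm38, from 90475860 to 90475931. Among mitochondrial precursors, the trailer fragment ACTAATCCTAGCCCTAGCCCT of mt-Val-TAC, listed as Other, had 19714 reads. By subtype, the 22065 expressed fragments comprised 1353 tRF-5c, 830 tRF-1, 528 tRF-3a, 347 tRF-3b, 327 tiRNA-5, 213 tRF-5a, 196 tRF-5b, 53 tiRNA-3 and 21 tRF-2 fragments, and 18197 of type Other. Fragments of mitochondrial tRNAs numbered 7099. A perfect match to a tRNA was found for 8090 of the expressed fragments.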

Through tRNA-derived small RNA sequencing (tsRNA-seq), we identified 841 undocumented tsRNAs and 104 known tsRNAs documented in the tRFdb database (Fig. 4a). Then, we analyzed tsRNA expression by comparing samples derived from WT and NS-KO mice and identified 366 upregulated and 267 downregulated tsRNAs (Supplementary Fig. S4b), indicating that NS-KO caused more tsRNA upregulation than downregulation. 

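At D0, tRF-5c sums of Gly-CCC/Gly-GCC and Val-AAC/Val-CAC were lower in NS-KO livers than in WT livers, and tRF-1s of several tRNAs were higher. The tRF-5c sum of Gly-CCC/Gly-GCC fell from 545100 ± 52440 CPM in WT to 77300 ± 10070 CPM in NS-KO (SD, n = 2 in each), a log2 fold change of −4.10 (standard error 0.73, adjusted p = 0.012 from limma). The tRF-5c sum of Val-AAC/Val-CAC fell by 2.36 on the log2 scale (standard error 0.58, adjusted p = 0.030). A sum of fragments shared by mt-Asn-GTT and mt-Cys-GCA rose from 546.8 ± 230.3 to 8823 ± 1781 CPM (log2 fold change 2.76, standard error 0.59, adjusted p = 0.020). Of the 281 sums tested, 14 were higher and 18 lower in NS-KO with TMM, against 115 higher and 6 lower when scaled by library size only. For single fragments, limma called 0 higher and 0 lower, with 896 and 862 at an unadjusted p under 0.05 and 128 and 220 with voom weights. Without NS-KO D0 replicate 1, limma called 3049 fragments, 2874 of them higher. By the criterion of the paper's scatter plot, more than a 1.5-fold difference in mean CPM with no test, 9830 fragments were higher, 769 lower and 799 neither, with 3648 higher and 791 lower without NS-KO D0 replicate 2 and 13612 and 4748 after thinning. The median of all fragments had a log2 fold change of 0 under TMM and 0.14 under library size only.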

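NS-KO livers expressed more tsRNAs than WT livers, and the larger part of the difference was of type Other. The number per library was 6517 ± 2913 in NS-KO and 2595 ± 889.5 in WT (SD, n = 6 in each; exact permutation test within days, p = 0.009259, the smallest that the design allows). The ratio of NS-KO to WT was 3.53 at D0, 1.41 at D3 and 3.33 at D27. Fragments of type Other numbered 5224 ± 2400 in NS-KO and 1606 ± 701 in WT (SD, n = 6; exact permutation test, adjusted p = 0.06944 over 10 subtypes). Fragments of mitochondrial tRNAs, a class that overlaps with type Other, numbered 2237 ± 944 in NS-KO and 539.5 ± 226.4 in WT (SD, n = 6; exact permutation test, p = 0.009259). In the mean CPM of each group, NS-KO livers expressed 4365 tsRNAs at D0, 4847 at D3 and 4608 at D27, and WT livers expressed 2376 at D27. NS-KO replicates stood at 4259 and 9758 at D0, 4353 and 5590 at D3, and 10659 and 4482 at D27. The number depends on depth, since a shallower library passes the threshold with fewer reads. With every library thinned to 46937 reads and at least 2 reads required, the ratio of NS-KO to WT was 1.75, with ratios of 1.89 at D0 and 1.56 at D3 (exact permutation test within days, p = 0.009259). At equal reads outside tRF-5c it was 1.21 (exact permutation test, p = 0.01852), with 1.03 at D0, 1.32 at D3 and 1.29 at D27.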

Interestingly, tsRNAs in NS-KO mice remained at a relatively high level throughout the injury process, whereas tsRNAs peaked in the WT at D3 (Fig. 4b). Therefore, we assumed that day 3 was the most active time for hepatocyte proliferation and tsRNAs generation throughout the repeated injections of CCl_4_ (Figs. 2g, 4b), and NS-KO mice may have a “pro-repair tsRNA pattern” similar to WT D3 mice. These results demonstrated that *NSun2* loss increased tsRNAs in NS-KO mice and reserved sufficient tsRNAs to respond to stress damage in advance, but in WT mice, tsRNAs can only be produced at WT D3.

**Fig. 4:**
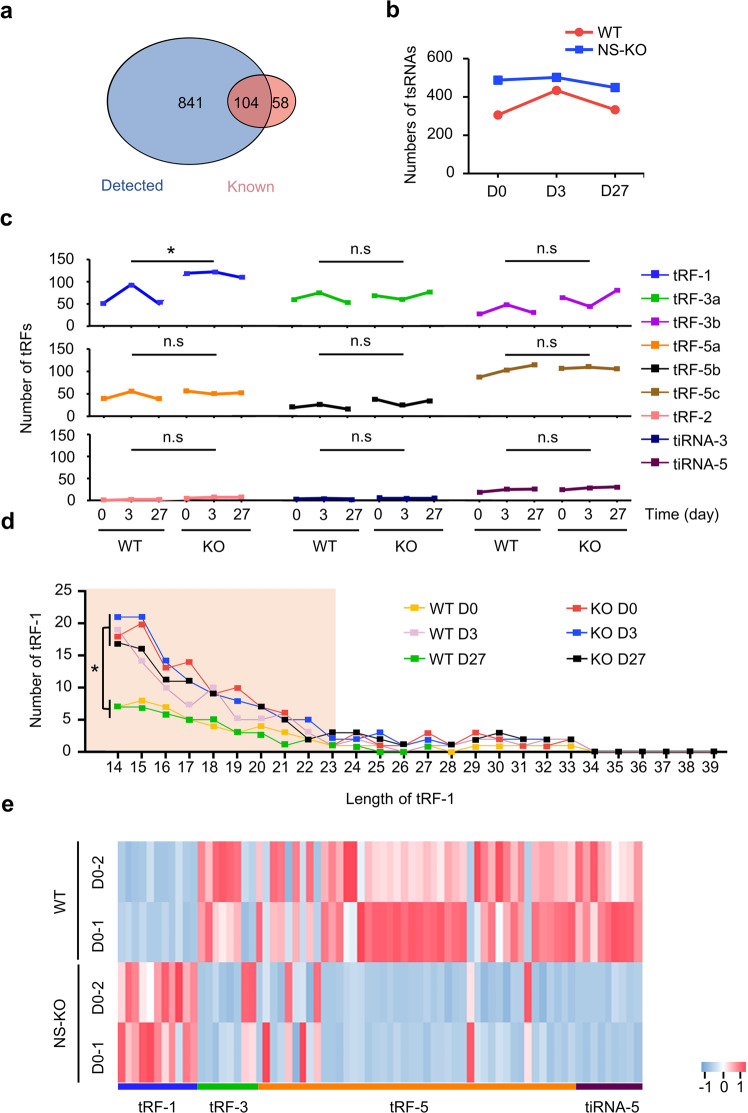
tsRNA-seq showing the signature of tRF-1s in WT and NS-KO mice subjected to stress. **a** Venn diagram showing the known tsRNAs from tRFdb^20^ and the tsRNAs detected from tsRNA-seq. **b** Group line chart showing the different number of tsRNAs at different time points in WT and NS-KO mice. D0: day 0: no injury; D3: day 3 after injury; D27: day 27 after injury. *n* = 2 mice. **c** Group line chart showing the distribution of subtypes of tsRNAs. The Y-axis represents the number of tsRNAs subtypes. The X-axis represents the injury time points in WT and NS-KO mice. **d** The number of tRF-1s against the length of tRF-1s reads. A line chart showing the sequence read length distribution in WT and NS-KO mice at different injury time points. The X-axis represents the length of tRF-1s, and the Y-axis represents the number of tRF-1s. The color represents the injury time points in WT and NS-KO mice. **e** Hierarchical clustering heatmap of differentially expressed tsRNAs (*P* < 0.05 and log_2_FC > 2). Each column represents each tsRNA, and all selected tsRNAs are categorized into no more than six clusters based on the tsRNAs subtypes. Each row represents a replicate. The color in the panel represents the relative expression level of the same type of tsRNAs (row normalization by z-score). The color scale is shown on the right: blue represents an expression level below the mean; while red represents an expression level above the mean. All data in this figure are acquired by tsRNA-seq, with two duplicates performed for each group. All data are expressed as the mean ± SD. *P < 0.05, *n.s* no significance, Student’s *t*-test

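Reads shifted between subtypes in NS-KO livers, with tRF-5c lower, and fragments of type Other, tRF-5b, tRF-2 and fragments of mitochondrial tRNAs higher. tRF-5c fragments, from the 5′ end of mature tRNAs, made up 60.58% ± 12.96 of reads in WT and 19.33% ± 6.849 in NS-KO (SD, n = 6 in each; exact permutation test within days, adjusted p = 0.02315 over 10 subtypes). Type Other made up 30.65% ± 8.635 in WT and 67.04% ± 5.278 in NS-KO (SD, n = 6; exact permutation test, adjusted p = 0.02315). Fragments of mitochondrial tRNAs made up 14.19% ± 4.938 in WT and 41.71% ± 8.563 in NS-KO (SD, n = 6; exact permutation test, p = 0.009259). Fragments listed as tRF-1 made up 2.995% ± 2.373 in WT and 6.615% ± 2.541 in NS-KO (SD, n = 6; exact permutation test, p = 0.06481, adjusted p = 0.108), with a ratio of NS-KO to WT of 4.96 at D0, 0.90 at D3 and 2.89 at D27. With the 9 named subtypes as the total, the tRF-1 share was 4.809% in WT and 20.88% in NS-KO (exact permutation test, p = 0.01852). Out of reads outside tRF-5c, tRF-1s made up 6.882% in WT and 8.082% in NS-KO (exact permutation test, p = 0.4352), type Other 78.52% and 83.17% (p = 0.01852) and mitochondrial fragments 35.82% and 51.54% (p = 0.01852). As a set of 830 fragments, tRF-1s had a mean log2 fold change over days of 0.23 (adjusted p = 0.47 from camera with an estimated correlation). The set of 1353 tRF-5c fragments had a mean of −0.76 (adjusted p = 0.031), and 10 of 16 other settings lost this call, such as a replicate block (adjusted p = 0.05366) and the omission of any NS-KO library (0.0777 to 0.1858). For the set of 528 tRF-3a fragments the mean was −0.22 (adjusted p = 0.021). As a share of reads, tRF-3a made up 2.551% in WT and 2.391% in NS-KO (exact permutation test, p = 0.9074). Of 36 tRF-3a sums over days, 1 was higher and 19 lower with TMM, against 3 and 5 by library size only.

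**Figure D1:**
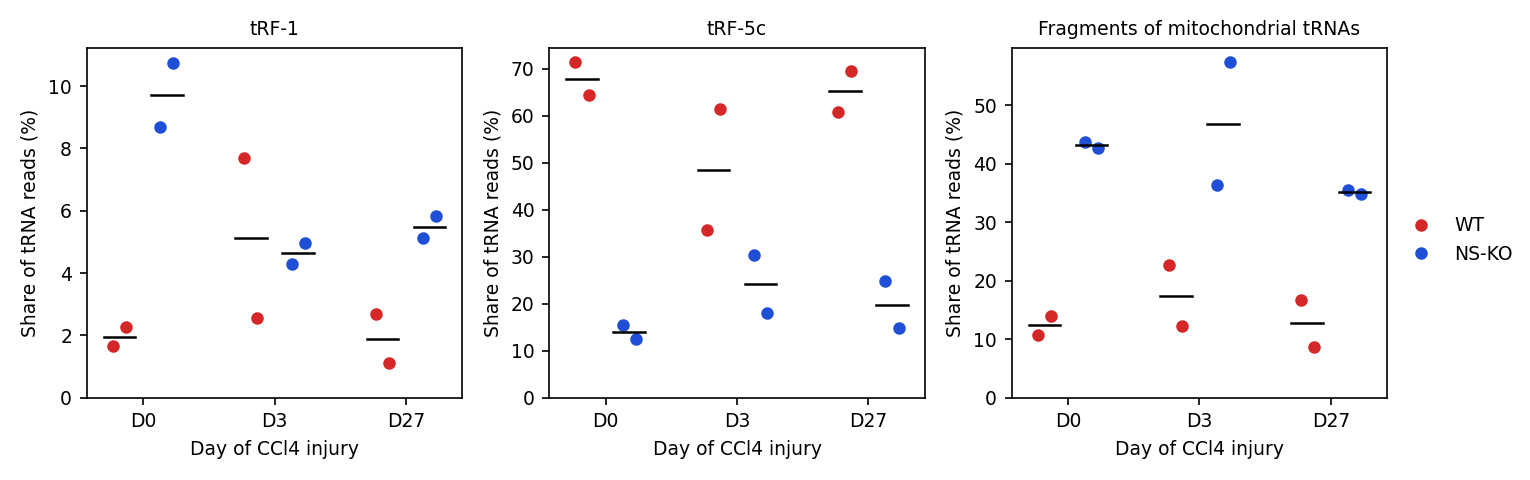
Share of tRNA reads in percent for tRF-1, tRF-5c and fragments of mitochondrial tRNAs by day of CCl4 injury. Each point is 1 library, each line the mean of 2 libraries. The tRF-5c share is lower and the mitochondrial share higher in each NS-KO library than in the WT libraries of the same day, and the tRF-1 share of the WT D3 libraries, 7.688% and 2.557%, lies on both sides of the NS-KO D3 libraries.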

After further analyzing the tsRNAs landscape in WT and NS-KO mice at different stages of liver injury, we identified a sudden increase of tRF-1s in NS-KO mice compared with other tsRNAs. At all liver injury time points, there were significantly more tRF-1s in the NS-KO group than in the WT groups, but only increased on Day 3 in the WT groups (Fig. 4c, d). 

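NS-KO livers expressed more tRF-1s than WT livers at D0 and D27, and the groups overlapped at D3. The number of tRF-1s per library was 298.5 ± 116.3 in NS-KO and 123.3 ± 82.16 in WT (SD, n = 6 in each; exact permutation test within days, p = 0.02778, adjusted p = 0.06944 over 10 subtypes). The ratio of NS-KO to WT was 4.03 at D0, 1.11 at D3 and 3.98 at D27. At D3 the WT libraries held 285 and 120 tRF-1s, and the NS-KO libraries 213 and 237. WT livers held 77 and 98 tRF-1s at D0, so that their rise to D3 rests largely on D3 replicate 1. Among other subtypes, the number of tRF-3b fragments was 96.67 in NS-KO and 31 in WT, of tRF-5b 62.67 and 18.67, and of tRF-5c 464.7 and 565.7. Leaving out any 1 of 5 WT libraries (both at D0, both at D27, or D3 replicate 2) gave p-values of 0.05556 to 0.07407 for tRF-1s, and a CPM threshold of 10 gave p = 0.1111 by the exact test. At a CPM of 50 the ratio of NS-KO to WT was 2.17, and at 100 it was 2.26 (exact permutation test, p = 0.01852 for each). For perfect matches alone it was 2.1 (exact permutation test, p = 0.009259). After thinning to 46937 reads it was 1.84 (exact permutation test, p = 0.02778). At equal reads outside tRF-5c, the ratio was 1.23 (exact permutation test, p = 0.06481).

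**Figure D2:**
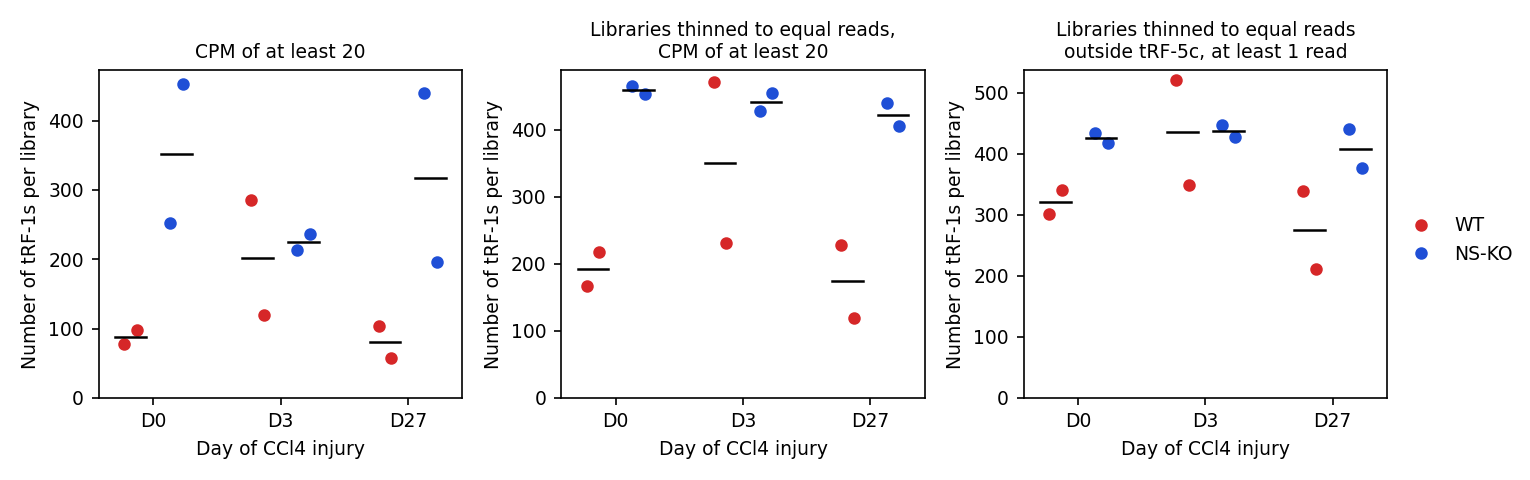
Number of tRF-1s per library by day of CCl4 injury in the reads as deposited (left), after thinning to 46937 reads (middle) and after thinning to 35341 reads outside tRF-5c (right). Each point is 1 library, each line the mean of 2 libraries. In the reads as deposited, the NS-KO libraries hold 196 to 453 tRF-1s and the WT libraries 57 to 285, and WT D3 replicate 1 lies above both NS-KO D3 libraries.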

A detailed analysis of tRF-1s revealed that the length of tRF-1s was mainly between 14 and 23 nt (Fig. 4d). 

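Fragments of 14 to 23 nt made up 83.52% of the tRF-1s of WT livers at D0, 86.46% at D3 and 87.06% at D27. In NS-KO livers they made up 84.5% at D0, 83.18% at D3 and 78.41% at D27. Their share of tRF-1 reads ran from 80.69% ± 7.245 in NS-KO D3 to 89.34% ± 1.004 in WT D27 (SD, n = 2). Lengths of 15 and 16 nt were the most frequent in all 6 groups. At D0 these lengths held 30.44% and 29.74% of tRF-1 reads in WT, and 30.75% and 36.9% in NS-KO. The mean length of tRF-1 reads was 17.74 ± 0.1173 nt in NS-KO D0 and 19.21 ± 1.084 nt in NS-KO D3 (SD, n = 2). No test was run on lengths.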

In general, the loss of *NSun2* mainly produced tRF-1s of 14–23 nt in the liver.

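The tRF-1s of Gly-TCC, Ile-AAT, Met-CAT and Cys-GCA rose in NS-KO livers at D0. Gly-TCC tRF-1s went from 11.17 ± 10.48 CPM in WT to 339.6 ± 118.8 CPM in NS-KO (SD, n = 2; adjusted p = 0.013 from limma), with 1 and 3 reads in the WT libraries. Ile-AAT tRF-1s went from 234 ± 28.19 to 2316 ± 219.9 CPM (log2 fold change 1.98, standard error 0.32, adjusted p = 0.0065). Met-CAT tRF-1s, the most abundant, had a log2 fold change of 1.26 (standard error 0.29, adjusted p = 0.028) and Cys-GCA tRF-1s one of 1.09 (standard error 0.26, adjusted p = 0.028). The log2 fold change was 1.58 for Val-CAC, 1.61 for Ser-AGA, 0.44 for His-GTG and 0.13 for Phe-GAA, none of which passed the test, and for Arg-CCT it was −0.11 with TMM and 1.03 by library size only. In number, tRF-1s of these 9 isodecoders were more in WT D3 and in NS-KO D0 than in WT D0 for 9 of 9, as for Met-CAT with 18, 45 and 77 in WT D0, WT D3 and NS-KO D0. Of the 9, listed from the paper, 4 sums were higher and 0 lower in NS-KO at D0 (6 higher when adjusted over the list alone, 7 by library size only). In WT livers at D3 against D0, limma called 0 of the 9 (1 higher when adjusted over the list alone, 2 higher by library size only). The paper named these isodecoders from these samples, so their direction is not independent evidence.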

In-depth tRNA isodecoders analysis for tRF-1s, Arg-CCT, Cys-GCA, Gly-TCC, Ser-AGA, His-GTG, Val-CAC, Ile-AAT, Met-CAT, and Phe-GAA in the WT D3 and KO D0 groups revealed similar ascending trends (other low- or undetected isodecoders of tRF-1s are not listed) compared with the WT D0 group (Supplementary Fig. S4c). 

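Over the 3 days, tRF-1s of Asp-GTC, Gln-CTG, Ile-AAT and Val-CAC rose in NS-KO livers, and tRF-5c of Gly-CCC/Gly-GCC and tRF-3a of Leu-CAA/Leu-CAG fell. Asp-GTC tRF-1s had a log2 fold change of 2.53 (standard error 0.30, adjusted p = 2.0e-04 from limma, n = 6 in each genotype), Gln-CTG tRF-1s one of 2.36 (standard error 0.28, adjusted p = 2.0e-04) and Val-CAC tRF-1s one of 1.71 (standard error 0.29, adjusted p = 0.0015). Ile-AAT tRF-1s went from 457.4 ± 445.2 CPM in WT to 2868 ± 1240 CPM in NS-KO (SD, n = 6; log2 fold change 2.04, standard error 0.18, adjusted p = 3.8e-05 from limma). Of 26 measured tRF-1 sums, 12 were higher and 0 lower (15 higher when adjusted over the list alone, 22 by library size only), and of the 9 isodecoders the paper names, 4 were higher and 0 lower (6 over the list alone, 8 by library size only). Of 65 sums of nuclear 5′ fragments, 2 were higher and 23 lower (2 and 23 over the list alone), against 19 higher and 13 lower by library size only. The tRF-5c sum of Gly-CCC/Gly-GCC fell from 452300 ± 109400 to 96190 ± 26800 CPM (SD, n = 6; log2 fold change −3.13, standard error 0.42, adjusted p = 3.9e-04 from limma). Of 55 sums of nuclear 3′ fragments, 1 was higher and 22 lower (1 and 22 over the list alone), and by library size only 12 were higher and 5 lower. tRF-3a of Leu-CAA/Leu-CAG fell by 1.87 on the log2 scale (standard error 0.14, adjusted p = 3.3e-05). Of 53 sums of mitochondrial fragments, 30 were higher and 1 lower (31 and 1 over the list alone, 43 and 0 by library size only), with Other mt-His-GTG at a log2 fold change of 1.49 (standard error 0.20, adjusted p = 4.0e-04). By day, with TMM, 1 of these 53 was higher at D0, 34 at D3 and 0 at D27, against 36, 31 and 24 by library size only. In all, 57 of 281 sums were higher and 54 lower with TMM, against 144 and 18 by library size only. Among single fragments 867 were higher and 468 lower with TMM, against 976 and 207 by library size only, and tRF-1s accounted for 41 higher and 3 lower. This count and its balance move with the libraries, with 29 higher and 557 lower without D3, and with 388 (without WT D0 replicate 1) to 5540 (without NS-KO D27 replicate 2) called when 1 library is left out. The median fragment had a log2 fold change of 0.13 over days with TMM and 0.23 by library size only.

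**Figure D3:**
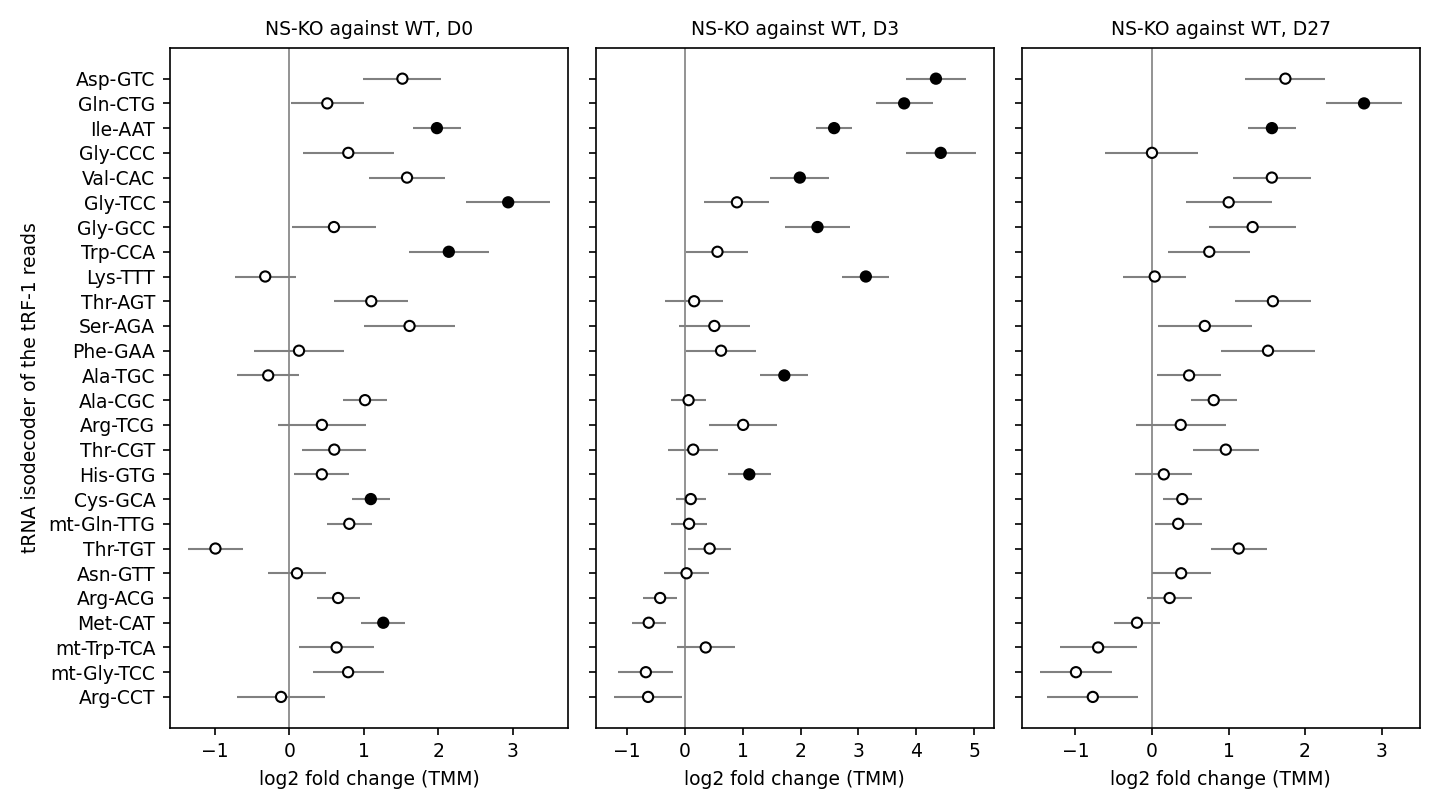
Log2 fold change of tRF-1 reads, NS-KO against WT, for each measured isodecoder on each day of CCl4 injury, from limma with TMM. Points are estimates, bars are standard errors, and filled points have an adjusted p under 0.05. Of the 26 estimates at D3, those of Gly-CCC, Asp-GTC, Gln-CTG and Lys-TTT lie above 3. By library size only the sign turns for Ala-TGC and Arg-CCT at D0, Asn-GTT at D3, and Arg-CCT, Met-CAT and mt-Gly-TCC at D27.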

We also detected tRF-1s expression and found that it was higher in NS-KO mice than in WT mice, whereas the expression of other types of tsRNAs was lower in NS-KO mice than that in WT mice (Fig. 4e). 

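On day 3, tRF-1s of Asp-GTC, Gln-CTG and Ile-AAT were higher in NS-KO livers, and so were fragments of many mitochondrial tRNAs. Asp-GTC tRF-1s went from 243.8 ± 227.8 CPM in WT to 3965 ± 268.3 CPM in NS-KO (SD, n = 2; log2 fold change 4.34, standard error 0.52, adjusted p = 1.7e-04 from limma). Gln-CTG tRF-1s, the group that holds tG026, went from 35.84 ± 36.06 to 576.7 ± 61.94 CPM (log2 fold change 3.79, standard error 0.49, adjusted p = 2.1e-04). Gly-CCC tRF-1s had 1 read in each WT library and 94 and 79 in the NS-KO libraries (adjusted p = 3.0e-04). Of the 26 tRF-1 sums, 9 were higher and 0 lower (9 when adjusted over the list alone, 7 by library size only). Estimates for Met-CAT (−0.63), Arg-ACG (−0.43) and Arg-CCT (−0.64) were below 0 and did not pass the test. Among mitochondrial sums, 34 of 53 were higher and 0 lower (37 over the list alone, 31 by library size only). Other mt-Pro-TGG went from 308.1 ± 84.72 to 9277 ± 3853 CPM (log2 fold change 4.84, standard error 0.33, adjusted p = 1.1e-05) and Other mt-His-GTG from 5618 ± 1649 to 103900 ± 63150 CPM (log2 fold change 4.13, standard error 0.35, adjusted p = 2.9e-05). Of 55 nuclear 3′ sums, 0 were higher and 22 lower (23 lower over the list alone, 12 by library size only), and tRF-3a of Leu-CAA/Leu-CAG fell by 2.92 on the log2 scale. Of 25 tRF-5c sums, 5 were higher and 1 lower (5 and 1 over the list alone, 5 and 2 by library size only). For single fragments, limma called 2203 higher and 117 lower, of which tRF-1s made up 69 and 3, and mitochondrial fragments 1971 and 9. A called higher fragment had a median of 5 reads in the lower NS-KO D3 library and of 0 reads in the higher WT D3 library. Of the 2203, 1201 had at most 5 reads in the lower NS-KO D3 library. Under the stricter filterByExpr rule, which tests 2337 fragments, 455 of the 2203 were also called higher. Without NS-KO D3 replicate 2 the calls numbered 1352, and without WT D3 replicate 1 they numbered 1451.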

On day 3, almost all the NS-KO mice had higher tRF-1s expression than WT mice (Supplementary Fig. S4d). The expression pattern of tsRNAs returned to the pre-injury pattern on day 27 (Supplementary Fig. S4e). 

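On day 27, tRF-5c sums of Gly-CCC/Gly-GCC and Glu-CTC were lower in NS-KO livers, and tRF-1s of Gln-CTG and Ile-AAT were higher. The tRF-5c sum of Gly-CCC/Gly-GCC fell from 440100 ± 79670 CPM in WT to 111500 ± 17660 CPM in NS-KO (SD, n = 2; log2 fold change −3.42, standard error 0.73, adjusted p = 0.017 from limma). The tRF-5c sum of Glu-CTC fell from 92610 ± 10110 to 41070 ± 35040 CPM (log2 fold change −2.94, standard error 0.81, adjusted p = 0.043). Ile-AAT tRF-1s went from 262.8 ± 197.2 to 1874 ± 422.9 CPM (log2 fold change 1.57, standard error 0.32, adjusted p = 0.015). Gln-CTG tRF-1s had 1 and 0 reads in WT and 13 and 8 reads in NS-KO (adjusted p = 0.012). Of 25 tRF-5c sums, 0 were higher and 12 lower (17 lower when adjusted over the list alone, 1 higher and 9 lower by library size only). tRF-5b of Val-AAC/Val-CAC rose by a log2 fold change of 1.42 (standard error 0.34, adjusted p = 0.023). Of 281 sums, 9 were higher and 25 lower with TMM, against 116 and 10 by library size only, where the median fragment had a log2 fold change of 0.36. Of the 26 tRF-1 sums, 2 were higher and 0 lower (6 higher when adjusted over the list alone, 19 by library size only), and of the 9 isodecoders the paper names 1 was higher (1 over the list alone, 8 by library size only). Among single fragments, limma called 0 higher and 0 lower, with 967 and 1167 at an unadjusted p under 0.05 and 351 and 361 with voom weights. Without NS-KO D27 replicate 2, limma called 4071 fragments, 3820 of them higher.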

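Of the 38 tRF-1s that Supplementary Table S1 lists for WT D3 against NS-KO D3, 33 were higher in NS-KO livers on day 3. tRF-Asp-GTC-044 (TCTGGACACATGTGGCTTTT), a trailer of an aspartate tRNA gene on chromosome 13 of GRCm38 (21911313 to 21911384), had 207 and 110 reads in NS-KO D3 against 3 and 0 in WT D3 (adjusted p = 3.1e-04 from limma). tRF-Ile-AAT-012 (GTGGTAGATTCTTT) had 432 and 312 reads in NS-KO D3 against 47 and 33 in WT D3 (log2 fold change 2.85, standard error 0.52, adjusted p = 0.0039). tRF-Gln-CTG-026 (TTGGTGTCAGGCTAGTTT), the tG026 of the paper, comes from the trailer of a Gln-CTG gene on chromosome 3 (96399059 to 96399130) and had 5 and 6 reads in NS-KO D3 and 0 in the other 10 libraries (adjusted p = 0.0011). tRF-Gln-CTG-027, from the same trailer, had 46 and 40 reads in NS-KO D3 against 1 and 0 in WT D3 (adjusted p = 4.4e-04). tRF-Met-CAT-049 had 0 to 2 reads in each library and did not pass the test. Matched by exact sequence, 67 of the 68 were listed in the deposited table and 62 were tested, and since tRF-Met-CAT-036 and tRF-Leu-AAG-036 have the same sequence, these are 66 and 61 distinct sequences. At D3, 33 of the 61 sequences were higher and 0 lower in NS-KO (36 when adjusted over the list alone), all 33 from the list of 38 for D3 (35 of its 37 tested members when adjusted over that list alone). At D0, limma called 0 of the 61 and 0 of the list of 9 (4 and 6, each adjusted over its own list alone), and in WT livers at D3 against D0 it called 0 of the 61 and 0 of the list of 21 (0 and 0 over each list alone). Over days 26 were higher (31 over the list alone). The set of 68 had a mean log2 fold change of 1.53 at D3 (p = 0.0011 from camera with an estimated correlation), 0.56 at D0 (p = 0.024) and 0.25 in WT livers at D3 against D0 (p = 0.041). The study chose this list on these samples, so its direction is not independent evidence. Summed over the 6 WT libraries, 44 of the 66 listed sequences had 3 reads or fewer.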

Meanwhile, based on the differences between WT and KO and between WT D0 and WT D3, we identified 68 possibly functional tRF-1s (Supplementary Table S1). Therefore, we identified that tRF-1s were increased in NS-KO, analyzed the tRF-1s landscape, and identified 68 NS-KO-derived tRF-1s are candidate tsRNAs for preventing liver injury and responding to stress damage.

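tRF-1s of several isodecoders were higher in NS-KO livers. The 68 candidates summed to 287.3, 1310 and 403.2 CPM in WT livers at D0, D3 and D27, and to 3286, 8113 and 2450 CPM in NS-KO livers (means of 2 libraries). The 21 candidates from WT D0 against WT D3 had 0 reads at D0 and 22 reads at D3 in WT livers. The change from D0 to D3 differed between the genotypes for tRF-1s of Gln-CTG, with a log2 fold change of 3.28 higher in NS-KO (standard error 0.69, adjusted p = 0.014 for the interaction from limma). For tRF-1s of Met-CAT the interaction was −1.89 (standard error 0.42, adjusted p = 0.014). From the higher number and expression of tRF-1s in NS-KO livers, and from their increase on day 3 in WT livers, the paper concludes that NS-KO livers hold tRF-1s that are candidates for preventing liver injury.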

### Screened tRF-1 rescues liver injury in vitro and in vivo

As described above, the by-products of liver injury are mainly tRF-1s. To elucidate whether tRF-1s could be a potential treatment for liver injury, we artificially synthesized 68 tRF-1s described in Fig. 4. We modified the tRF-1s with phosphorothioate (PS), 2’-O-methyl (2’-OMe), and cholesterol to improve their stability and transfection efficiency in vivo (Fig. 5a). Then, we transfected artificial synthetic tRF-1s into HL-7702 cells and primary human hepatocytes (PHH) and verified their functions in vitro and ex vivo. The transfection efficiency of tRF-1s was greater than 60% (Supplementary Fig. S5a). The EdU incorporation assay showed that the synthetic tRF-1s promoted cell proliferation (Fig. 5b). The CCK-8 assay showed that the cell viability improved after overexpression of tRF-1s (Fig. 5c). In PHH, we also acquired consistent results (Fig. 5d, e). To verify the function of the modified synthetic tRF-1s in vivo, we intravenously injected tRF-1s into mice with liver injury. First, we selected one tRF-1, tRF-Met-CAT-049, to determine the metabolic time-course of small RNAs in vivo. The results showed that the expression of tRF-Met-CAT-049 began on day 1 after injection and peaked on day 3. By day 4, the expression of injected small RNAs was maintained at relatively high levels (Supplementary Fig. S5b). Hence, we injected tsRNAs just once to cure the mice with liver injury because a high-level expression of injected RNAs could be maintained during this time.

**Fig. 5:**
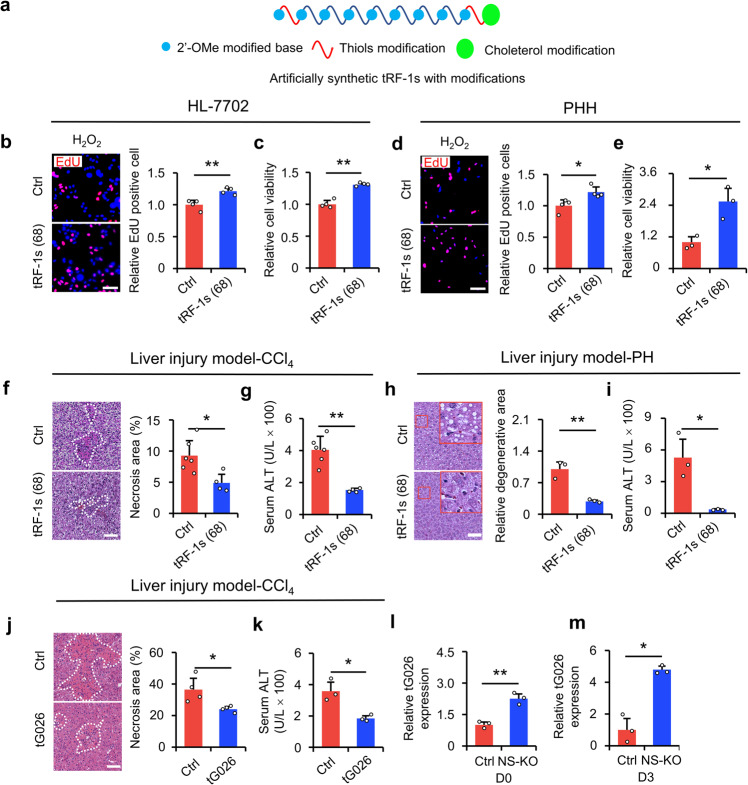
Screened tG026 promoted cell proliferation and survival after injury. **a** The modified pattern of artificially synthesized tRF-1s. **b** HL-7702 cells were transfected with 68 artificially synthesized tRF-1s. Random code sequence was used as a negative control. EdU-positive cells were analyzed relative to the control. *n* = 4 replicates. Representative images (left panel) and statistical results (right panel) are shown. Scale bar, 100 μm. **c** Relative cell viability (CCK-8 assay) was assessed by detecting the OD450 value. *n* = 4 replicates. **d** The results of (**b**) in PHH cells. *n* = 4 replicates. **e** The results of (**c**) in the PHH cells. *n* = 3 replicates. **f**, **g** The effects of injection of 68 synthetic tRF-1s with modifications in vivo in CCl_4_-induced liver injury. H&E staining (**f**) and the liver function index, ALT (**g**), were used to assess the extent of liver injury. Control mice, *n* = 6; tRF-1s mice, *n* = 4. **h**, **i** The effects of injection of 68 synthetic tRF-1s with modifications in vivo on partial hepatectomy liver. H&E staining (**h**) and the liver function index, ALT (**i**), were used to assess the extent of liver injury. *n* = 3 mice. **j**, **k** The effects of injection of synthetic tG026 with modifications in vivo on CCl_4_-induced liver injury. H&E staining (**j**) and the liver function index, ALT (**k**), were used to assess the extent of liver injury. H&E staining, *n* = 4 mice; ALT measurement, *n* = 3 mice. **l**, **m** The relative expression of tG026 in NS-KO mice at D0 (**l**) or D3 (**m**) after injury. D0: no injury; D3: on day 3 after liver injury. *n* = 3 mice. For data in this figure, control mice received an i.p. injection of random code sequence RNAs. Images shown are representative. Scale bar for H&E staining is 50 μm. All data are presented as mean ± SD. *P < 0.05, **P < 0.01, Student’s *t*-test

The results of injecting 68 tRF-1s indicated reduced damage and improved liver function (Fig. 5f–i and Supplementary Fig. S5c, d). These results illustrated that 68 tRF-1s accelerated the recovery of injured liver cells in vitro and in vivo. Then, to further screen the most efficient tRF-1 from the 68 potential ones, we performed EdU staining in HL-7702 cells stressed with H_2_O_2_ for each potential tRF-1, and found that tG026 had the strongest ability to promote proliferation under stress (Supplementary Fig. S5e). The CCK-8 assay results showed that tG026 promoted cell survival under stress (Supplementary Fig. S5g). In another cell line, AML12, we demonstrated a similar result (Supplementary Fig. S5g, h). Overall, we showed that tG026, which was identified in our screening, ameliorated liver injury (Fig. 5j, k) and promoted cell proliferation after injury in vivo (Supplementary Fig. S5i), and tG026 expression was increased after NS-KO (Fig. 5l, m). In sum, through screening, we identified that tG026 could ameliorate liver injury as mentioned above.

### tRF-Gln-CTG-026 reduces global protein synthesis by regulating ribosome assembly

To explore the potential mechanism of tG026, we performed an RNA pull-down–LC-MS/MS assay to screen for proteins that interact with tG026 (Fig. 6a). After searching for the proteins that interacted with tG026 common to both the HL-7702 and AML12 cell lines, we chose pre-rRNA-processing protein TSR1 homolog (TSR1), which participates in Pre-40S ribosome assembly, for the subsequent experiments (Fig. 6b). We speculated that tG026 might regulate ribosomes. By the RNA pull-down assay, we verified the interaction between TSR1 and tG026 in both cell lines (Fig. 6c, d). To determine how tG026 regulates ribosomal assembly, we overexpressed tG026 in HL-7702 and AML12 cells (Supplementary Fig. S6a, b). The results suggest that tG026 did not alter 18S rRNA expression, but inhibits the association between TSR1 and 18S rRNA. This indicates that tG026 suppresses the interaction between TSR1 and the ribosome because 18S rRNA is an essential component of the ribosomal complex (Fig. 6e, f). Finally, tG026 inhibits GPS (Fig. 6g, h). Actually, as reported before, the loss of *NSun2* also reduces GPS in skin tissue,^15^ and we show that the loss of *NSun2* suppresses GPS in the liver (Supplementary Fig. S6c–f). Hence, the loss of *NSun2* reduces GPS through generating tG026. We then used another inhibitor of protein synthesis, cycloheximide (CHX) (Supplementary Fig. S6g, h), to determine the roles of GPS in injury. The results show that CHX promotes survival under high damage stress (Supplementary Fig. S6i, j). However, it actually reduces cell proliferation under low damage stress owing to toxicity (Supplementary Fig. S6k, l). Collectively, the loss of *NSun2* causes the generation of tG026. tG026 relieves GPS by repressing the association between TSR1 and 18S rRNA to promote proliferation and survival after liver injury and can be developed as an RNA medicine to alleviate liver injury.

**Fig. 6:**
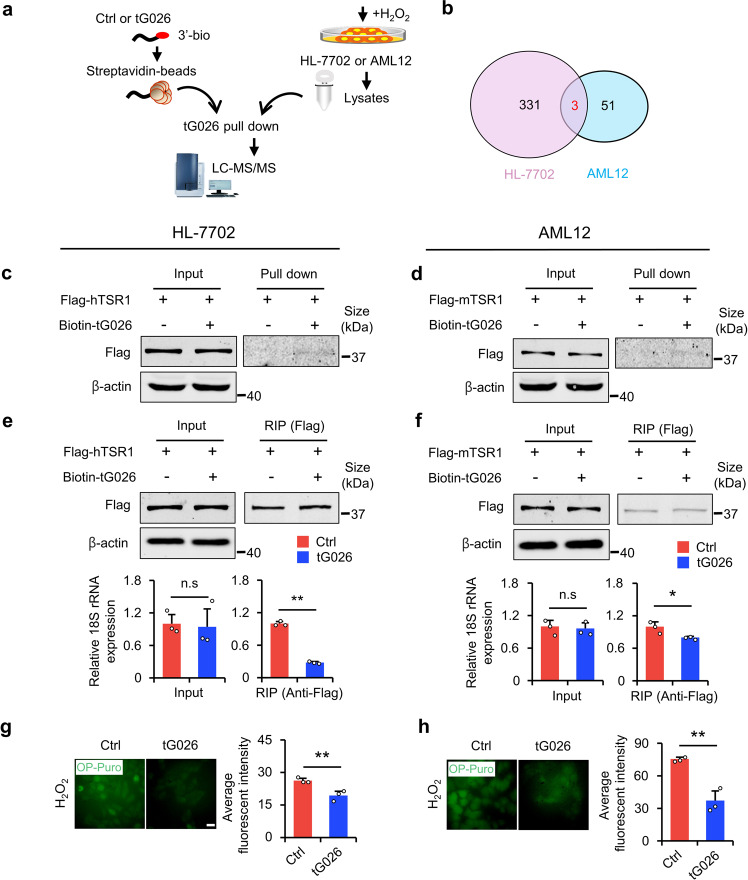
tG026 inhibits the interaction between TSR1 and 18S rRNA to reduce GPS. **a** The schematic of using RNA pull-down binding LC-MS to screen interactive proteins with tG026. **b** Venn diagram showing the interacting proteins with tG026 common to both HL-7702 and AML12 after tG026 RNA pull-down. The screening standards of interacting proteins are as follows: 1. The average value in control group must be zero; 2. The average value in tG026 group is non-zero. The red font represents the number of interacting proteins common to HL-7702 and AML12. *n* = 3 replicates. **c**, **d** RNA pull-down verified the interaction between TSR1 and tG026 in HL-7702 (**c**) and AML12 (**d**). **e**, **f** After tG026 and Flag-TSR1 were transfected, the interaction between TSR1 and 18S rRNA in HL-7702 (**e**) and AML12 (**f**) were detected by RIP. Input showing the unchanged 18S rRNA expression after transfection of tG026. *n* = 3 replicates. **g**, **h** Global protein synthesis under H_2_O_2_ stress in HL-7702 (**g**) and AML12 (**h**) was assayed by OP-Puro incorporation. Representative images (left panel) and statistical results (right panel) are shown. Scale bar, 50 μm. *n* = 3 replicates. All data are expressed as the mean ± SD. *P < 0.05, **P < 0.01, *n.s*. no significance, Student’s *t*-test

## Discussion

Our study has elucidated that a new tRF-1 (tG026) screened from NS-KO-derived tsRNAs ameliorates liver injury through the suppression GPS, and our hypothesis is summarized in Fig. 7. It is known that protein synthesis is a very energy-consuming process. A high level of global protein synthesis requires a large quantity of energy and causes endoplasmic reticulum (ER) stress, which can initiate “lethal synthesis” under stress conditions.^18^ Furthermore, ER stress can also lead to the accumulation of misfolded and unfolded proteins, which triggers apoptosis or downstream stress signaling, e.g., the death signal program induced by PERK-mediated eIF-2α phosphorylation.^21^ The inhibition of GPS can reduce energy consumption, relieve ER stress, and increase the purge of unfolded and misfolded proteins.^22^ Hence, the inhibition of GPS is a protective reaction against stress to save energy and improve proliferation and survival. Because of toxicity, effectiveness, or adverse effects, the strategy to inhibit GPS has not been used to improve liver injury.^23^

**Fig. 7:**
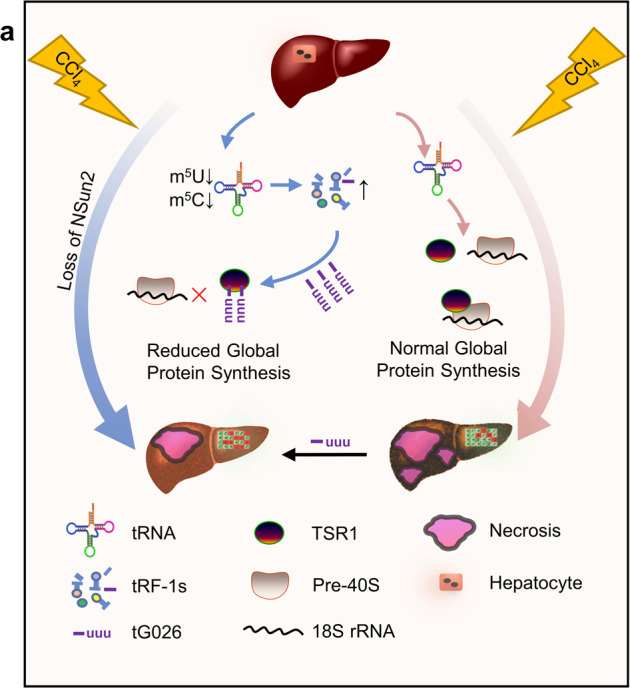
Model of tG026 mechanism in liver injury. Loss of NSun2 can ameliorate liver injury produced by CCl_4_ injection. Mechanistically, the loss of NSun2 reduces m^5^U and m^5^C modifications. Hence, the tRNAs become unstable and produce tsRNAs, particularly tRF-1s. Through further screening experiments, tG026 was found to inhibit the association between TSR1 and 18S rRNA by interacting with TSR1, thereby reducing global protein synthesis and alleviating liver injury

Previous studies have suggested some adverse effects during the process of tissue injury and repair. Long-term stimulation of tsRNAs induces the activation of tumor-related signals, promotes proliferation and survival of tumor cells, and finally accelerates tumor progression.^8^ However, these studies mainly focus on tsRNAs other than tRF-1s. There are currently few studies on tRF-1s, and very limited research investigates the regulative role of tRF-1s in cell proliferation and the Ago complex.^5,24,25^ There are an abundance of different types of tsRNAs in the liver. As distinctive small RNAs, different tsRNAs regulate gene expression through different mechanisms. tsRNAs can bind to the coding sequence (CDS), untranslated region (UTR), or ribosomes to regulate the expression of relevant genes. tsRNAs can also bind to Argonautes or PiwiL2 proteins to function as miRNAs or piRNAs^26^ and bind ribosomal mRNAs to enhance gene expression.^10^ A comprehensive and in-depth study of these therapeutic RNAs may enhance the treatment of liver diseases.

Traditional treatments for severe or end-term liver disease, including surgery, transplantation, some conventional pharmacological modalities, are characterized by poor prognoses, severe damage, and toxic and off-target effects. RNA therapeutics is generally the use of small RNAs as candidates to alleviate illnesses. This type of therapy, which is an improvement upon traditional therapies, has been introduced for liver disease. The most important aspect of RNA therapeutics is the introduction of new functional and safe RNA molecules with high efficiency. Interestingly, recent progress has introduced another class of small RNAs—tsRNAs, which are essential regulators in the stress response.^5,6,27^ Nowadays, larger numbers of tsRNAs are screened, and their corresponding mechanism and function have gradually been clarified. However, among all types of tsRNAs, few studies focused on tRF-1s have been reported. tRF-1s, cleaved from pre-tRNA, are similar to miRNAs in size and can be easily synthesized in vitro. Thus, theoretically, tRF-1s might be new targets that can be employed as clinical RNA therapeutics for liver disease. However, no tRF-1s or even other tsRNAs, have been developed to treat disease in clinical settings. In this study, we referred to ASO (antisense oligonucleotides) and siRNA design principles for the in vivo delivery of tG026^28^ which bring about improved liver accumulation. Our results suggest that the new tRF-1 (tG026 found from NS-KO) is a potential therapeutic target, accelerating the recovery of injured liver both in vitro and in vivo, and can be used as a potential marker for the diagnosis and prognosis of liver injury.

As the body’s largest metabolic organ, the liver has an abundance of tRNAs and ribonucleases. When the liver suffers an injury, the tRNA metabolism rate becomes faster, making tRNA more susceptible to cleavage by ribonucleases, resulting in the generation of many tsRNAs. Our results showed that the production of tsRNAs, especially tRF-1s, was abundant after liver injury (Fig. 4c, e). ELAC2, responsible for cleaving the 3’ end of pre-tRNAs to form tRF-1s, is homologous to the endonuclease RNase Z from *Saccharomyces cerevisiae*. The expression of ELAC2 was increased by 22.4-fold during the rat liver repair process, and ELAC2 was one of the most highly expressed genes identified from the microarray analysis, which may be the reason for increased tRF-1s after liver injury. The function, types, and expression of NS-KO-derived tsRNAs differ across different tissues or cells, suggesting a tissue-dependent regulation for NS-KO-derived tsRNAs. Several studies show that NS-KO causes hypomethylated tRNAs, increases 5’ tRNA fragments, and reduces global protein synthesis. Functionally, NS-KO inhibits cell differentiation and increases cell sensitivity to cytotoxic drugs.^13,29^ In contrast, in *S. cerevisiae*, the loss of *Trm4a*, the homolog of *NSun2*, promotes cell resistance to CaCl_2_ stress.^30^ For fruit flies, although NS-KO causes a decrease in tRNA abundance, the tsRNAs abundance does not increase, indicating that NS-KO does not necessarily increase the accumulation of 5’ fragments. NS-KO might only reduce the tRNA abundance instead of altering tsRNAs abundance.^31^ Our study found an increase in tRF-1s and an improvement in cell survival and proliferation in the NS-KO liver injury model. Therefore, in NS-KO, different tissues or cells might generate different tsRNAs, which would have other functions.

tRNA modifications are generally stable but change with various damage stresses, resulting in changes in tRNA stability, tsRNA generation, ribosome binding capacity, misreading, and frameshift. The regulation of tRNA modifications is also involved in many biological processes, such as cell proliferation, survival, and metabolism.^32^ In our study, in NS-KO, in addition to m^5^C, which has been reported previously, m^5^U in tRNA was also significantly changed. After injury, many other tRNA modifications occurred to different degrees (Supplementary Fig. S3c and Supplementary Table S2), which indicated that these tRNA modifications play essential roles in liver injury and repair. The deletion of various modification sites will cause different cleavage positions, resulting in different types of tsRNAs. Accumulated evidence shows that NSun2 could catalyze m^5^C at C34 in pre-tRNAs, and the lack of this site facilitates the enzymatic cleavage of tRNAs by angiogenin.^13^ However, the cleavage of angiogenin and loss of C34 do not generate tRF-1s. Hence, the production of tRF-1s might be related to the loss of newly discovered m^5^U modifications or non-C34 m^5^C modifications in tRNA (Fig. 3h, i). As NSun2 can modify the precursor tRNA, m^5^U modification is also likely to alter the precursor tRNA; therefore, the co-deletion of these two modifications may cause significant change in tRF-1s.

The relationship between global protein synthesis and liver injury is complex. We could not find an effective method to perform a rescue experiment for global protein synthesis. Instead, we used another protein-reducing reagent (CHX) to identify the reparative effect of reducing global protein synthesis in the process of severe injury. However, owing to the toxicity of this reagent, the use of CHX suppresses cell proliferation under stress (Supplementary Fig. S6k, l). Because of the technical restriction, there are no established editing methods for tRNA modification at a specific location. Therefore, we could not show further associations between tRF-1s and the m^5^U or m^5^C modification. In-depth examination and editing of these modifications and tsRNAs will help to extend our understanding of the molecular mechanism of liver injury and lead to the development of new treatment methods for liver injury.

## Conclusion

In our study, the utilization of tRNA-degraded product RNA that regulates GPS reduced RNA toxicity. The associated mechanism was through the tG026-mediated disruption of the interaction between TSR1 and 18S rRNA, which occurred because of the interaction of tG026 with TSR1, stopping the association between TSR1 and Pre-40S ribosome. This causes inhibition of the ribosome assembly program, which reduces GPS.

## Materials and methods

### Experimental model and subject details

For this study, mice from a B6D2F1/Crl background were purchased from Charles River. The mice were kept in a specific-pathogen-free environment in the Animal House of the Institute of Zoology, Chinese Academy of Sciences. The environment consisted of artificial light for 12 h in the daytime and a 12-h night (lights off, 7 p.m. to 7 a.m.). The mice could eat and drink freely. Male littermates of a similar age and weight were used in the liver injury experiments to allow the comparison of the results in the experiments. All animal experiments in this study followed local rules, procedural rules, and ethical criteria set by the local experimental animal ethics committee and the Institutional Animal Care and Use Committee (IACUC) at the Institute of Zoology, Chinese Academy of Sciences.

### Liver injury mice

Single or repeated injections of CCl_4_ (Sigma) were performed to induce acute and long-term liver injuries, respectively.^33^ Corn oil was used to dilute CCl_4_ to form a 40% CCl_4_ solution, which was then intraperitoneally injected into 9–12-week-old male mice at 2 mL kg^−1^ body mass. The mice were sacrificed at the indicated time points, and serum was isolated for liver function tests. Entire liver tissues were separated to analyze liver injury, including necrosis via hematoxylin and eosin (H&E), fibrosis via Sirius Red staining, gene expression analysis via quantitative real-time polymerase chain reaction (qRT-PCR) or western blotting, proliferation by Ki67 and BrdU, apoptosis by TUNEL staining, and next-generation sequencing was performed by KangCheng Biotech Corporation.

### Oligonucleotide transfection

For *NSun2*-specific inhibition, *NSun2* siRNA1 (stealth HSS123462), siRNA2 (stealth HSS182713), and control siRNA (stealth 12935-300) were purchased from Invitrogen (see Supplementary Table S3 for sequences). A concentration of 25 pmol was used for each transfection in accordance with the manufacturer’s instruction and Lipofectamine RNAiMAX was used for transfection.

### Culture cells and transfection

The human cell line HL-7702 (CL-0111) and mouse liver cell line AML12 (AML12) were purchased from Procell. HL-7702 cells were cultured in RPMI 1640 medium (GIBCO, 72400120), and AML12 cells were cultured in AML12 Special Medium (CM-0602). Human primary liver cells were purchased from BioreclamationIVT (M00995) and cultured in HM medium, as reported elsewhere.^34^ The medium was changed every other day or every day based on cell density. HL-7702 and AML12 were digested with 0.25% trypsin including EDTA (GIBCO, 25200056) every other day or every 3 days, and passaged. Cells were identified by STR. For cell transfection, a mixture of *NSun2* siRNAs (HSS123462 and HSS182713, 1:1) and control siRNA were transfected with Lipofectamine RNAiMAX Reagent (Thermo, 13778-150) in accordance with the manufacturer’s instructions. When siRNAs and plasmids were co-transfected, Lipofectamine 3000 reagent (Thermo, L3000015) was used as specified by the manufacturer’s guidelines. For the transfection of NS-KO mice-derived small RNAs, 50–100 nt RNAs were used as controls, and 14–50 nt RNAs were sampled. When transfected, these RNAs were mixed with BLOCK-iT Fluorescent Oligo (Thermo, 2013) in a 3:1 ratio, which was used as a marker of transfection efficiency. Lipofectamine 3000 reagent was used as the transfection reagent. For the transfection of synthesis tsRNAs, these tsRNAs were mixed in equal proportions, and the mixtures were mixed with BLOCK-iT Fluorescent Oligo in a 3:1 ratio. For six-well plates, 80 pmol RNAs was used for transfection. Lipofectamine 3000 was used as the transfection reagent. For the tsRNA transfection method, refer to the siRNA transfection method.

### Proliferation assay

Cultured HL-7702 cells were exposed to 10 μM H_2_O_2_ (AML12 10 μmol, PHH 30 μmol) for 48 h after the cells were transfected with siRNAs or plasmids for 24 h (or 10 μg/mL CHX for 1 h). Then HL-7702, AML12, or PHH cells were incubated with 50 μM 5-ethynyl deoxyuridine (EdU) for 3 h, and washed once with PBS. The cells were fixed with 4% PFA in PBS for 0.5 h. Paraformaldehyde was neutralized for 5 min with 2 mg/mL glycine. The cells were washed for 5 min with PBS, and 0.5% Triton X-100 (in PBS) was added to the cells for 10–15 min. The cells were washed for 5 min with PBS. Subsequently, the cells were stained with Cell-Light Apollo 567 Stain Kit (RiboBio, C10310-1) in accordance with the manufacturer’s instruction in dim lighting at room temperature and the nuclei were stained with Hoechst 33342. Representative images were acquired using an inverted fluorescence microscope (LEICA, DM2500).

### Cell viability

Cell viability was determined with the Cell Counting Kit-8 (CCK-8, Dojindo, CK17) via a method in line with the manufacturer’s manual. In this assay, cell viability was reflected indirectly by the detection of dehydrogenase activity, which is positively correlated with living cell count. HL-7702, AML12, or PHH cells were transfected with siRNAs or plasmids. After transfection (48 h for siRNAs or 24 h for plasmids, or treatment with 10 μg/mL CHX for 1 h), HL-7702 cells were treated with RPMI 1640 containing 500 μM H_2_O_2_ for 1 h or 8 mM CCl_4_ for 10 h, 20 mM acetaminophen for 12 h, or mixed lipidic acids (0.25 mM oleic acid + 10 μg/mL palmitic acid) for 24 h in 5% CO_2_ and 37 °C. AML12 cells were treated with AML12 medium containing 100 μM H_2_O_2_ for 2 h. PHH cells were treated with HM medium containing 500 μM H_2_O_2_ for 2.5 h. After the induction of cell damage, medium containing 10% CCK-8 was added to the cells. The culture dish was kept in the incubator under 5% CO_2_ and 37 °C. The absorbance value at 450 nm was measured in a 96-well culture plate at the indicated time points (Synergy 4, Bio-Tek).

### Western blotting

To obtain proteins from the mouse liver, the livers were ground in liquid nitrogen, and RIPA lysis buffer (Sigma) supplemented with protease inhibitor (Roche) was added to the livers to lyse the tissue, which were then homogenized and centrifuged at 4 °C and 12,000 × *g* 10 min. For cultured cells in vitro, RIPA buffer containing protease inhibitor was added to the culture dish to extract cell proteins in the culture dish. The cells layers were scratched and transferred to Eppendorf tubes. The cells were lysed in ice for 30 min, and then centrifuged at 4 °C and 12,000 × *g*. Protein concentration was determined using the Pierce BCA Protein Assay Kit (Thermo Fisher). The proteins were separated by SDS-PAGE. Equal amounts of protein were added to each well of the gel. The proteins were transferred to nitrocellulose filter membranes. Western blotting was performed as reported previously.^35^ The following primary antibodies were used: mNSun2 (1:1000, Abcam, 128243); β-actin (1:2000, Abcam, AB8226); hNSun2 (1:500, Proteintech, 20854-1-AP); puromycin (1:100, Millipore, MABE343); flag (1:2000, Cell Signaling Technologies, 14793S). Fluorescence-conjugated secondary antibodies were purchased from Abcam (1:10,000, Abcam).

### Wound-healing assays

*NSun2* siRNA or control siRNA was transfected into HL-7702 cells. After 24 h, the cells were exposed to H_2_O_2_ (10 μM), cultured for a further 24 h, and then subjected to a wound-healing assay. The wound-healing assay was performed in accordance with Ibid’s instructions for the Culture-Insert 2 Well (Ibid, 80209). Briefly, cells were treated with mitomycin C for 2 h to inhibit cell proliferation. Dead cells and clean cell debris were removed. The cells were digested and counted. The cell suspension was then prepared, and 70 μL was applied to each well (when the cells were approximately 100% confluent) while avoiding shaking. The cells were incubated at 5% CO_2_ and 37 °C to allow the cells to adhere to the culture plate. After the cells were attached and stretched, the Culture-Insert 2 Well was carefully and gently removed from the well with a sterile tool. The experimental well was filled with the indicated medium, and the cells were allowed to migrate for 0 or 15 h. Representative images were acquired at the indicated time using an inverted microscope (LEICA, DM2500).

### *NSun2* knockout mice

To knock out the *NSun2* gene, gRNA oligos targeting this gene were constructed into a vector plasmid with the U6 promoter. Specific gRNA sequences were designed using the website of Zhang Lab (http://www.genome-engineering.org/crispr/). Six sgRNAs (sgRNA1–sgRNA6) were created to target six mouse *NSun2* (*mNSun2*) gene positions and eventually two sgRNAs were screened. Then, 3 μg of Cas9-GFP plasmid and 2 μg of sgRNA plasmid were electroporated into mouse embryonic fibroblast cells (MEFs) in a 3.5 cm dish. GFP-positive cells were obtained three days later by fluorescence-activated cell sorting (FACS). The genomic DNA of these GFP-expressing cells was extracted and amplified using the Mouse Direct PCR Kit (Biotool, B40015). PCR products were analyzed by the T7 endonuclease I (T7EI) assay (NEB, M0302). Simultaneously, PCR products were cloned into PMD18-T and transformed into DH5α competent cells. Subsequently, 20 colonies were selected for each sgRNA and sequenced using the Sanger method, and the knockout efficiency for each sgRNA was calculated. Primers for the *NSun2* locus are shown in Supplementary Table S3. Finally, sgRNA1 and sgRNA2, for which the efficiencies were greater than 60%, were selected (see Supplementary Table S3 for sequences). sgRNA1, sgRNA2 (NEB, E2040S), and Cas9 mRNA (NEB, E2060S) were transcribed in vitro and purified (Omega, R6247-010).

Cas9 mRNA/sg*NSun2* was delivered by pronuclear microinjection. The concentration was 100/50 ng/μL. The knockout of *NSun2* in mouse embryos was produced through zygotic injection, and relatively high-efficiency transfection of mouse embryos of *NSun2* bi-allelic mutations were obtained. Eventually, the Δ56 bp mice were acquired for subsequent research. Our group directly deposited all relevant plasmids. Finally, *NSun2*-deficient mice were bred into a B6D2F1/Crl background and maintained by heterozygous mating.

### Hematoxylin and eosin staining

Fresh tissue was fixed with fixative (4% PFA) for more than 24 h, dehydrated with a graded ethanols, and dipped in wax. The wax blocks were cut into 4 μm thick slices. Paraffin sections were dewaxed and soaked in water. The sections were then immersed in Harris hematoxylin (Servicebio, G1005) for 3–8 min. The sections were washed and differentiated by 1% hydrochloric alcohol for several seconds. After rewashing the sections, 0.6% ammonia water was used to return the nuclei to blue. Slices were stained in eosin staining buffer for 1–3 min. The sections were then dehydrated until transparent and then sealed with neutral gum. Images were collected under a microscope, examined, and then analyzed.

### Examination of liver function

Mice blood was collected, stored at 4 °C overnight, and centrifuged for 15 min at 3000 × *g*. The supernatant was aspirated and the corresponding biochemical indices were measured. The liver enzymes ALT, AST, and ALP were measured. Measurements were performed using an automatic biochemistry analyzer (Chemray 240) with standard procedures.

### Immunofluorescence and immunochemistry staining of paraffin-embedded liver sections

Paraffin sections were made as described for the H&E staining method. The tissues were fixed in 4% PFA. The paraffin sections were dewaxed and soaked in water. The tissue slices were placed in a box containing EDTA buffer (pH 8.0) to perform antigen repair in a microwave oven, circled with a histochemical pen, and autofluorescence quenching was performed. BSA was dropped in the circle and incubated for 30 min. A primary antibody was added, and the slices were incubated in a wet-box at 4 °C overnight. A secondary antibody was added, and the sections were incubated for 1 h in dim light at room temperature. The nuclei were counterstained with 4,6-diamidino-2-phenylindole (DAPI) or hematoxylin. After the slices were slightly dried, anti-fluorescence quenching sealing buffer was applied to the sections.

The proliferation of hepatocytes in vivo was detected by the BrdU incorporation assay. Mice were administered an intraperitoneal injection of BrdU (B5002, Sigma) solution (50 μg BrdU/g mouse body weight) 3 h before they were euthanized. Next, the paraffin sections were dewaxed, soaked in water, and repaired with citric acid buffer (pH 6). HCl (1 N; 1 mol/L) was added and the solution was heated at 37 °C for 30 min to denature DNA. The sections were fixed with 4% paraformaldehyde solution for 10 min to prevent DNA renaturation. The section was circled with a histochemical pen, and autofluorescence quenching was performed. BSA was dropped in the circle and incubated for 30 min. Primary antibody and secondary antibody were added. The nuclei were counterstained with DAPI, and the section was sealed.

Hepatocytes apoptosis in vivo was measured using the TUNEL assay in accordance with the instructions of the In Situ Cell Death Detection Kit (Roche, 11684795910). Paraffin sections were dewaxed to water. Repair: Protein K working solution was dropped in the circle to cover the tissue and the sections were held at 37 °C for 25 min and washed three times with PBS. To destroy the membrane, the appropriate solution was added, and the tissues were covered and kept for 20 min at room temperature. TdT and dUTP were mixed in a 1:9 ratio. The mixture was incubated in a circle to cover the tissue at 37 °C for 2 h. The nuclei were counterstained with DAPI, and the sections were sealed.

The primary antibodies were diluted as described below: rabbit polyclonal anti-NSun2 (1:200, Abcam, 128243), rabbit polyclonal anti-Ki-67 (1 μg/mL, Thermo, PA5-19462), and sheep polyclonal antibody to BrdU (10 μg/mL, Abcam, ab1893). Alexa Fluor 488- and Alexa Fluor 594-conjugated secondary antibodies (Thermo) were used in a dilution ratio of 1:1000. Neutral gum was used to seal the sections. Images were extracted using a microscope, collected, and analyzed. Fluorescent images were captured using an LSM 780 confocal microscope.

### Quantitative RT-PCR (qRT-PCR)

Tissue or cells were lysed using 1 mL TRIzol reagent (Invitrogen). Then, 200 μL of chloroform was added and shaken to homogenize the lysates, which were then centrifuged at 12,000 × *g* for 10 min at 4 °C. The upper aqueous phase was collected, and an equal volume of 70% ethanol was added. Total RNA was extracted using the PureLink RNA Mini Kit (Invitrogen, 12183020). RNase-free DNase (QIAGEN, 79254) was added to reduce DNA contamination. cDNA was obtained by a reverse transcription reaction using the Superscript Reverse Transcriptase Kit (Invitrogen). The detection of cDNAs for the indicated genes was completed by qRT-PCR. qRT-PCR was conducted in the AGILENT MX3005P equipment using the SYBR method utilizing Power SYBR Green PCR Master Mix (ABI, 4367659). Samples were normalized to β-actin or U6 expression via 2^−ΔΔCT^ calculation. The detection of tRF-Met-CAT-049 and tRF-Gln-CTG-026 was performed by a specific reverse transcription primer. After RNAs were extracted, RNAs were reverse transcribed with a specific primer. The primers for the detected genes are listed in Supplementary Table S3. All kits were utilized in line with the manufacturers’ instructions.

### Sirius red staining

First, the paraffin sections were dewaxed to water and then placed into saturated picric acid–Sirius Red staining solution (Servicebio, G1018) for 8 min. The sections were rinsed with anhydrous alcohol for several minutes and observed under a microscope until satisfactory. Then, the sections were baked in a 60 °C oven and subsequently made transparent in xylene for 5 min. The sections were sealed using neutral gum. Images were obtained using a microscope, collected, and analyzed.

### Plasmid vector construction

To investigate the function of NSun2, the specific human *NSun2* CDS (NM_017755.6) was amplified from the cDNA library of 293T cells using Tks Gflex DNA Polymerase (Takara, R060A). The sequence was sub-cloned into the pCDH plasmid vector (SBI, CD521A-1) containing the EF1α promoter, followed by producing the nonsense mutated pCDH-h*NSun2* so that it could not be targeted by stealth RNA. Meanwhile, *NSun2* point-mutated sequences C271A and K190M were amplified from the PCDH-h*NSun2* plasmid using *NSun2* C271A and K190M point-mutant primers. Similarly, these two point mutants were also sub-cloned into the PCDH vector. Huigene Biotechnology Corporation-synthesized human or mouse TSR1 cDNA and then was sub-cloned to pCDNA 3.0-Flag vector.

### Detection of tRNA modification based on LC-MS

First, we measured the concentration and integrity of the RNA samples. Subsequently, over 5 μg of total RNA for each sample was separated by electrophoresis with 7.5% PAGE containing 7 M urea. The 60–90 nt tRNA band was excised and RNAs were extracted with 0.3 M NH_4_Ac, glycogen, and ethanol. Purified tRNA was quantified using a NanoDrop ND-1000. Next, purified tRNA from the previous step was hydrolyzed to a single nucleoside and then dephosphorylated in a 50 μL reaction volume containing 10 U Benzonase (Sigma), 0.1 U phosphodiesterase I (US Biological), and 1 U Alkaline Phosphatase (NEB). The reaction was incubated at 37 °C for 3 h. Next, the pretreated nucleoside solution was deproteinized. Spin filters (10 kDa MWCO; Sartorius) were cleaned, and the hydrolyzed RNAs were then added to the cleaned spin filters (16,000 × *g* for 10 min, 4 °C). The filtration was collected for downstream LC-MS analysis. A mass spectrometer (Agilent 6460 QQQ) conjugated with an HPLC instrument (Agilent 1260), SB-Aq 3.5 μm 2.1 × 150 mm HPLC column (Agilent), was used to analyze mixed nucleosides. In addition, multiple reaction monitoring mode (MRM) were chosen. Briefly, the single nucleoside mixture was injected from tRNA into the LC-MS instrument. The HPLC conditions were set up following the reagent gradient below (Solution A, add a proper amount of formic acid into HPLC grade water to prepare formic acid solution; Solution B, add a proper amount of formic acid into 100% acetonitrile to prepare the formic acid solution). T. Time (min): 0.0, 5.0, 15.0, 15.1, 20.0, 20.1, 30.0. Solution A (V/V): 99.9%, 99.9%, 90%, 40%, 0%, 99.9%, 99.9%. Solution B (V/V): 0.1%, 0.1%, 10%, 60%, 100%, 0.1%, 0.1%. Flow (mL/min): 0.35, 0.35, 0.35, 0.35, 0.35, 0.35, 0.35. The mass parameters were as follows: nebulizer gas pressure, 40 psi; gas flow, 7 L/min; capillary, 4000 V (positive); gas temperature, 325 °C; sheath gas flow, 10 L/min.

Agilent Qualitative Analysis software was used to analyze LC-MS data. Briefly, MRM peak information of modified nucleosides for each sample was extracted. If the signal-to-noise ratio of the peak is <10, it was considered to be a measurable nucleoside. Peak areas were then corrected or normalized by the purified tRNA quantity of samples. This experiment was performed by Aksomics Corporation. The protocol used is from this corporation.

### Small RNA extraction and isolation

Isolate *NSun2* KO mice liver and gall bladder were removed, and the liver was cut into small pieces and placed in RNAlater (Thermo). Liver tissues were ground in liquid nitrogen after the lysis buffer was added. RNA no longer than 200 nt was extracted with a mirVana miRNA Isolation Kit (Thermo, AM1561) used in accordance with the manufacturer’s instructions. Next, 15% Novex TBE-Urea Gels (Thermo, EC68852BOX) (acrylamide:bis-acrylamide = 19:1, including 7 M urea, dissolved in 1 × TBE). Using 1 × TBE as a running buffer, TBE-U gels were run for 10–15 min to heat them to approximately 50 °C. Mix <200 nt RNAs and Gel Loading Buffer II (Thermo, 8547) at a 1:1 ratio (V/V) and heated at 95 °C for 5 min. The mixture was added to the loading well of the gel and run in the Mini Gel Tank (Thermo, A25977) until the blue band was 2 cm away from the bottom of the gel. Using the markers, the bands from 14 to 50 nt and from 50 to 100 nt were excised. To extract the small RNAs from the excised gel, 10 volumes of 1 M NaCl were added to the gel. The gel was ground with a syringe piston, and the crushed gels were rocked continuously at 4 °C overnight, centrifuged at 2000 × *g* for 5 min, and the supernatant was added to a new tube. The 14–50 nt and 50–100 nt RNAs were, separately purified using the mirVana miRNA Isolation Kit in line with the manufacturer’s manual. After the concentration of small RNAs was detected, they were stored at −80 °C.

### Construction of tsRNA sequencing library

Small RNA libraries were constructed from the livers of CCl_4_-induced mice stored in RNAlater. This sequencing used two independent biological replicates for each sample. First, we checked the integrality and concentration of total RNA samples and pretreated total RNA samples to remove some modifications hindering the construction of the tsRNA library. For example, demethylation of m^3^C and m^1^A could enhance the reverse transcription; 5’-adapter ligation is needed to phosphorylate 5’-OH (hydroxyl group) to become 5’-P; 3’-adapter ligation is needed to remove the 3’-cP (2’,3’-cyclic phosphate); and deacylated charged 3’-aminoacyl converts it to 3’-OH. After all RNA samples were pretreated, library preparation of tsRNA sequencing was conducted using the NEBNext Multiplex Small RNA Library Prep Set for Illumina (E7300L). Library preparation procedures included: (a) ligate 5’-adapter, (b) ligate 3’-adapter, (c) synthesize cDNAs, (d) amplify sequence by PCR, and (e) select 134–160 bp amplified products by PCR, which were the original 14–40 nt tsRNAs before amplifying. The Agilent 2100 Bioanalyzer was used to accurately assess the concentration and quality of the sequenced library to quantify the completed libraries. Referring to the quantitative results, the libraries were mixed in equal amounts. The mixture was sequenced using the corresponding instrument. After the libraries were mixed well, 0.1 M NaOH was used to denature the DNA fragments in libraries so that single-stranded DNA (ssDNA) molecules could be formed. The 1.8 pM ssDNA molecules mentioned above were loaded onto the reagent cartridge. The NextSeq system (Illumina NextSeq 500) was used to analyze the sequenced samples using the NextSeq 500/550 V2 kit (Illumina, #FC-404-2005) following the manufacturer’s guidelines. For sequencing, 50 cycles were performed. Aksomics Corporation performed this experiment in line with their protocols.

### Analysis of tsRNA-seq data

The Illumina sequencer first generated the raw data files (FASTQ format), and FastQC examined the sequencing quality.^36^ Using quality filtering and real-time base calling (Solexa pipeline version 1.8, Off-Line Base Caller software, version 1.8), clean reads were acquired from the raw sequence data generated from the Illumina NextSeq. The clean reads were recorded in FASTQ format. Subsequently, after Illumina quality control was performed, the sequencing reads were 5’, 3’-adapter trimmed directly from the clean reads, and the discarded reads (length <14 nt or length >40 nt) with cutadapt were recorded as trimmed reads^37^ in FASTA format. Trimmed reads passing Illumina Quality Control were aligned to allow for one mismatch only to the mature tRNA sequences, and then reads that do not map were aligned to allow for one mismatch only to precursor tRNA sequences using bowtie software.^38^

The expression profiling of tsRNAs and miRNAs was calculated based on counts of mapped reads; these counts were normalized as counts per million of total aligned reads (CPM). If the CPM was less than 20 in all samples, tsRNAs were filtered. The differentially expressed tsRNAs were screened based on the count value with the R package edgeR.^36^ The R language was used to compute statistics for the generation of Venn plots, scatter plots, and heatmaps according to expressed tsRNAs. Among them, the Venn diagram is based on the number of commonly expressed and differentially expressed tsRNAs. This diagram shows the number of tsRNAs expressed in all experimental groups and indicates the number of differentially expressed tsRNAs. The commonly expressed tsRNAs represent the CPM values that were greater than 20 in all experimental groups. The differentially expressed tsRNAs represent the CPM values that were greater than 20 in one group while less than 20 in the other group. Similarly, for other diagrams, e.g., the number of tRF-1s, of which the CPM in the sample or the average CPM in the group was not less than 20, can be calculated against the length of the sequence or tRNA isodecoders. Venn diagrams were plotted with the R VennDiagram package. Heatmaps were produced based on the differentially expressed tsRNAs with the R pheatmap package.

### The artificial synthesis of tsRNAs and injection in vivo

Modified tsRNAs were artificially synthesized by Beijing Huigene Biotechnology Corporation. PS modifications were performed in N−1 bases of the 5’ and first, second base of 3’ to prevent RNA degradation and improve the ability of RNAs to enter cells. Modification of 2’-OMe was performed in the whole RNA strand to increase affinity and avoid degradation. Cholesterol modification was added to the 3’ end to increase the ability of RNAs to enter cells. Each type of tsRNAs was mixed in equal amounts. A random code sequence was used as a negative control. In addition, the 68 screened tsRNAs with or without modifications were synthesized by the Beijing Huigene Biotechnology Corporation. The negative control of synthesized tsRNAs was 5’-UUCUCCGAACGUGUCACGUTT-3’. Other sequences are presented in Supplementary Table S1.

We then diluted 50 μg mixed tRF-1s (tRF-Gln-CTG-026, tRF-Met-CAT-049, or control RNAs can be used alternatively) with an appropriate amount of endotoxin-free pure water to a final concentration of 1 μg/μL and added 50 μL 10% glucose solution (w/v) to yield a final glucose concentration 5%; the final volume was 100 μL. The solutions were adequately mixed. We then mixed 25 μL transfection reagent in vivo (Entranster in Vivo, 18668-11-1) with 50 μL of 10% glucose solution and added 25 μL pure water to make a final glucose concentration of 5%. The final volume was 100 μL and the solution was mixed well. The diluted transfection reagent was added to the diluted RNA solution at room temperature and immediately shaken and mixed thoroughly. The solution was kept at room temperature for 15 min and was intravenously injected.

### Determine the injection condition using tRF-Met-049

First, the mice received an intravenous injection of tRF-Met-049 solution (10 μL/g). The mice in the control group were intravenously injected with the control solution (10 μL/g). The Blank group marked as D0 did not receive any RNA. At days 1, 2, 3, and 4 after injection, the mice were sacrificed, and liver tissues were collected to perform a qRT-PCR assay to determine the expression of injected tsRNAs to determine the time at which tsRNAs should be injected.

### Partial hepatectomy (PH)

A two-thirds partial hepatectomy was performed as reported before.^39^ Briefly, an incision was made along the midline of the abdomen to expose the liver. The falciform, hepatogastric, and part of the left coronary ligaments were cut. The hepatic artery, and portal vein branches innervate left lateral and middle hepatic lobes were ligated with a 7–0 suture. The roots of the left lateral, left middle, and right middle lobes were ligated with 4–0 sutures, and then excised. The abdominal cavity was cleaned, and the abdomen was closed. Finally, samples were collected for further study, and the Ki67 staining results were shown with Vectra Polaris (Akoya).

### RNA pull-down

The RNA pull-down assay was performed according to instructions (Pierce Magnetic RNA-Protein Pull-Down Kit, 20164). In brief, artificially synthesized tRF-Gln-CTG-026 was biotinylated. Streptavidin Magnetic Beads (NEB, S1420S) were pre-washed, and the cell lysate was prepared; the protein concentration was required to be more than 2 mg/mL. The Streptavidin Magnetic Beads were washed with 50 μL 20 mM Tris (v/v), and 50 μL 1 × RNA Capture Buffer was added and mixed well. After 50 pM labeled RNA was added, the solution was kept at room temperature for 1 h. Then, 20 mM Tris (pH 7.5) (v/v) was added to wash the beads. Protein–RNA Binding Buffer (1×) was added into the beads and mixed well. RNA–protein mix was added to the beads for 3 h at 4 °C. Finally, the samples were washed and eluted.

### Proteome detection

This experiment was performed by Novogene Co. Ltd. RNA pull-down samples were injected into an ultrafiltration system and were centrifuged at 14,000 × *g* for 15 min. The protein was buffered with DB buffer (8 M Urea, 100 mM TEAB, pH 8.5). 10 mM DTT was added into collected supernatant and kept for 1 h at 56 °C. Then, excess iodoacetamide was added into the supernatant and kept for 1 h in the dark at room temperature. After quantifying the protein concentration with the Bradford kit as specified by the user’s manual, SDS-PAGE gel electrophoresis was performed to test the protein quality. Then, 120 μg of protein, along with DB lysis buffer (8 M Urea, 100 mM TEAB, pH 8.5), trypsin, and 100 mM TEAB buffer, was dissolved to make 100 μL of solution. The solution was kept for 4 h at 37 °C. Trypsin and CaCl_2_ were added to digest the sample overnight. Formic acid was added to make the solution pH < 3. The samples were centrifuged at 12,000 × *g* for 5 min at room temperature, and the pellets were discarded. The supernatant was loaded onto a C18 desalting column, washed with 0.1% formic acid and 3% acetonitrile three times, and eluted with 0.1% formic acid and 70% acetonitrile. The eluents were collected and lyophilized. Mobile phase A and B were prepared according to the manual of Novogene. The lyophilized powder was dissolved in 10 μL A solution. The samples in solution A were centrifuged at 14,000 × *g*, 4 °C for 20 min, and the pellets were discarded. Novogene used several devices to perform the LC-MS/MS analysis: EASY-nLC 1200 UHPLC system (Thermo Fisher, LC40); Orbitrap Exploris 480 matched with FAIMS (Thermo Fisher), home-made C18 Nano-Trap column (4.5 cm × 75 μm, 3 μm); home-made analytical column (25 cm × 150 μm, 1.9 μm); Nanospray Flex (ESI).

### Proteome analysis

The software Proteome Discoverer 2.4 (PD 2.4, Thermo) was used to search the spectral results against protein databases. The software parameters used were: mass tolerance of precursor ion, 10 ppm; mass tolerance of product ion, 0.02 Da; fixed modifications, carbamidomethyl; dynamic modification, oxidation of methionine (M); N-Terminal: acetylation Met-loss and Met-loss + acetylation; maximum 2 mis-cleavage sites allowed. The results were filters through the following conditions: identified Peptide Spectrum Matches (PSMs) are >99% credibility and > = 1 unique peptide in identified protein; FDR verification, discard >1% result; the *t*-test was used for statistical analysis of the results.

### RNA immunoprecipitation

RIP was performed in line with the manufacturer’s instructions (Magna RIP RNA-Binding Protein Immunoprecipitation Kit, 17–700). Briefly, HL-7702 and AML12 cells were first transfected with Flag-TSR1 and tRF-Gln-CTG-026, harvested, resuspended in an equal volume of RIP lysis buffer, and kept on ice for 5 min. Then, 200 μL of lysate was frozen at −80 °C. An appropriate amount of Flag beads (ab270704) was washed once with 0.5 mL RIP wash buffer and then resuspend in RIP wash buffer. RIP Immunoprecipitation Buffer was prepared (35 μL 0.5 M EDTA, 5 μL RNase inhibitor, 860 μL RIP wash buffer) and added to the beads. RIP lysate was thawed and centrifuged at 12,000 × *g* for 10 min at 4 °C. Then, 100 μL of the supernatant was removed added to the beads; 10 μL was taken as the input and stored at −80 °C. The expression of RIP protein and RNA from input samples was detected by western blotting. RIP samples were placed on a rotator at 4 °C for 3 h. The sample was centrifuged and the supernatant was discarded. After one wash with 0.5 mL RIP wash buffer and six washes with ice-cold RIP wash buffer, proteinase K solution was added, and the protein was digested at 55 °C. After a further wash with RNA wash buffer, RNA was extracted and qRT-PCR analysis was performed.

### Detection of global protein synthesis in vitro and in vivo

For the detection of GPS in vitro, we used a protein detection kit and performed experiments according to kit instructions (Protein Synthesis Assay Kit, ab239725). Briefly, the cells were seeded and stimulated with H_2_O_2_. The medium was changed to Protein Label (1×) and the cells were culture at 37 °C for 2 h. The medium was removed, the cells were washed once with 100 μL PBS, and the supernatant was discarded. Then, 100 μL of fixative solution was added and the cells were kept for 15 min at room temperature in the dark. The fixative solution was removed and the cells were washed once with 200 μL of 1× wash buffer. Then, 100 μL of 1× permeabilization buffer was added, incubated for 10 min at room temperature, and the supernatant was discarded. The reaction cocktail was prepared, and 100 μL of 1× reaction cocktail was added and incubated at room temperature for 30 min in the dark. After incubation, the reaction cocktail was discarded and the cells were washed twice with 200 μL wash buffer. The wash buffer was discarded and the cells were resuspended in 100 μL PBS. Then, 1× DNA Stain was added for DNA staining and the sample was protected from light for 20 min at room temperature. For GPS detection in vivo, 25 mg/kg puromycin dihydrogen salt was injected i.p., with a total injection volume of 100 μL, 1 h before the mice were killed. Western blotting showed the GPS results (Puro antibody, MABE343) (Goodman and Hornberger, 2013). Silver staining was used as an internal control.

### Statistical analysis

Statistical analyses (mean ± standard deviation [SD]) were calculated by GraphPad Prism 8 or R 3.5.0 or Excel 2019 unless specifically indicated in the figure legends. Two-tailed Student’s *t*-tests were used to test the statistical significance between samples. Analysis of variance (ANOVA) was used to analyze the significance between more than two groups. Data analysis was performed using GraphPad Prism 8. Diagrams were prepared using Excel software. Image inversion, cropping, and indicated area marking were performed using Photoshop. The cell counts and indicated areas of the images were calculated using ImageJ software. For all the data in this article, *n.s*. represents *P* > 0.05; *P < 0.05; **P < 0.01.

## Supplementary information

Supplementary Information

Supplementary Information, Table S2

## Data Availability

tsRNA sequencing profiling data and raw data have been uploaded to Gene Expression Omnibus (GEO) with the following accession numbers: GSE144698 according to the journal publication policy. The mass spectrometry and proteomics data have been deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the iProX partner repository^40^ with the dataset identifier PXD033097. This study did not generate any code. Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Qi ZHOU ().

# Supplementary material for: tRF-Gln-CTG-026 ameliorates liver injury by alleviating global protein synthesis
**Source:** Signal Transduct Target Ther. 2023 Apr 3;8:144. doi: 10.1038/s41392-023-01351-5
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Materials for

tRF-Gln-CTG-026 ameliorates liver injury through alleviating global protein synthesis

Sunyang Ying, Pengcheng Li, Jiaqiang Wang, Kaiqiong Chen, Yu Zou, Moyu Dai, Kai Xu, Guihai Feng, Changjian Zhang, Haiping Jiang, Wei Li, Ying Zhang*, Qi Zhou*

**This PDF file includes:**

Figures. S1 to S6

Tables S1 to S3

**Other Supplementary Materials for this manuscript include the following:**

Supplementary Table S2: TIC_Raw and Normalized Peak Information

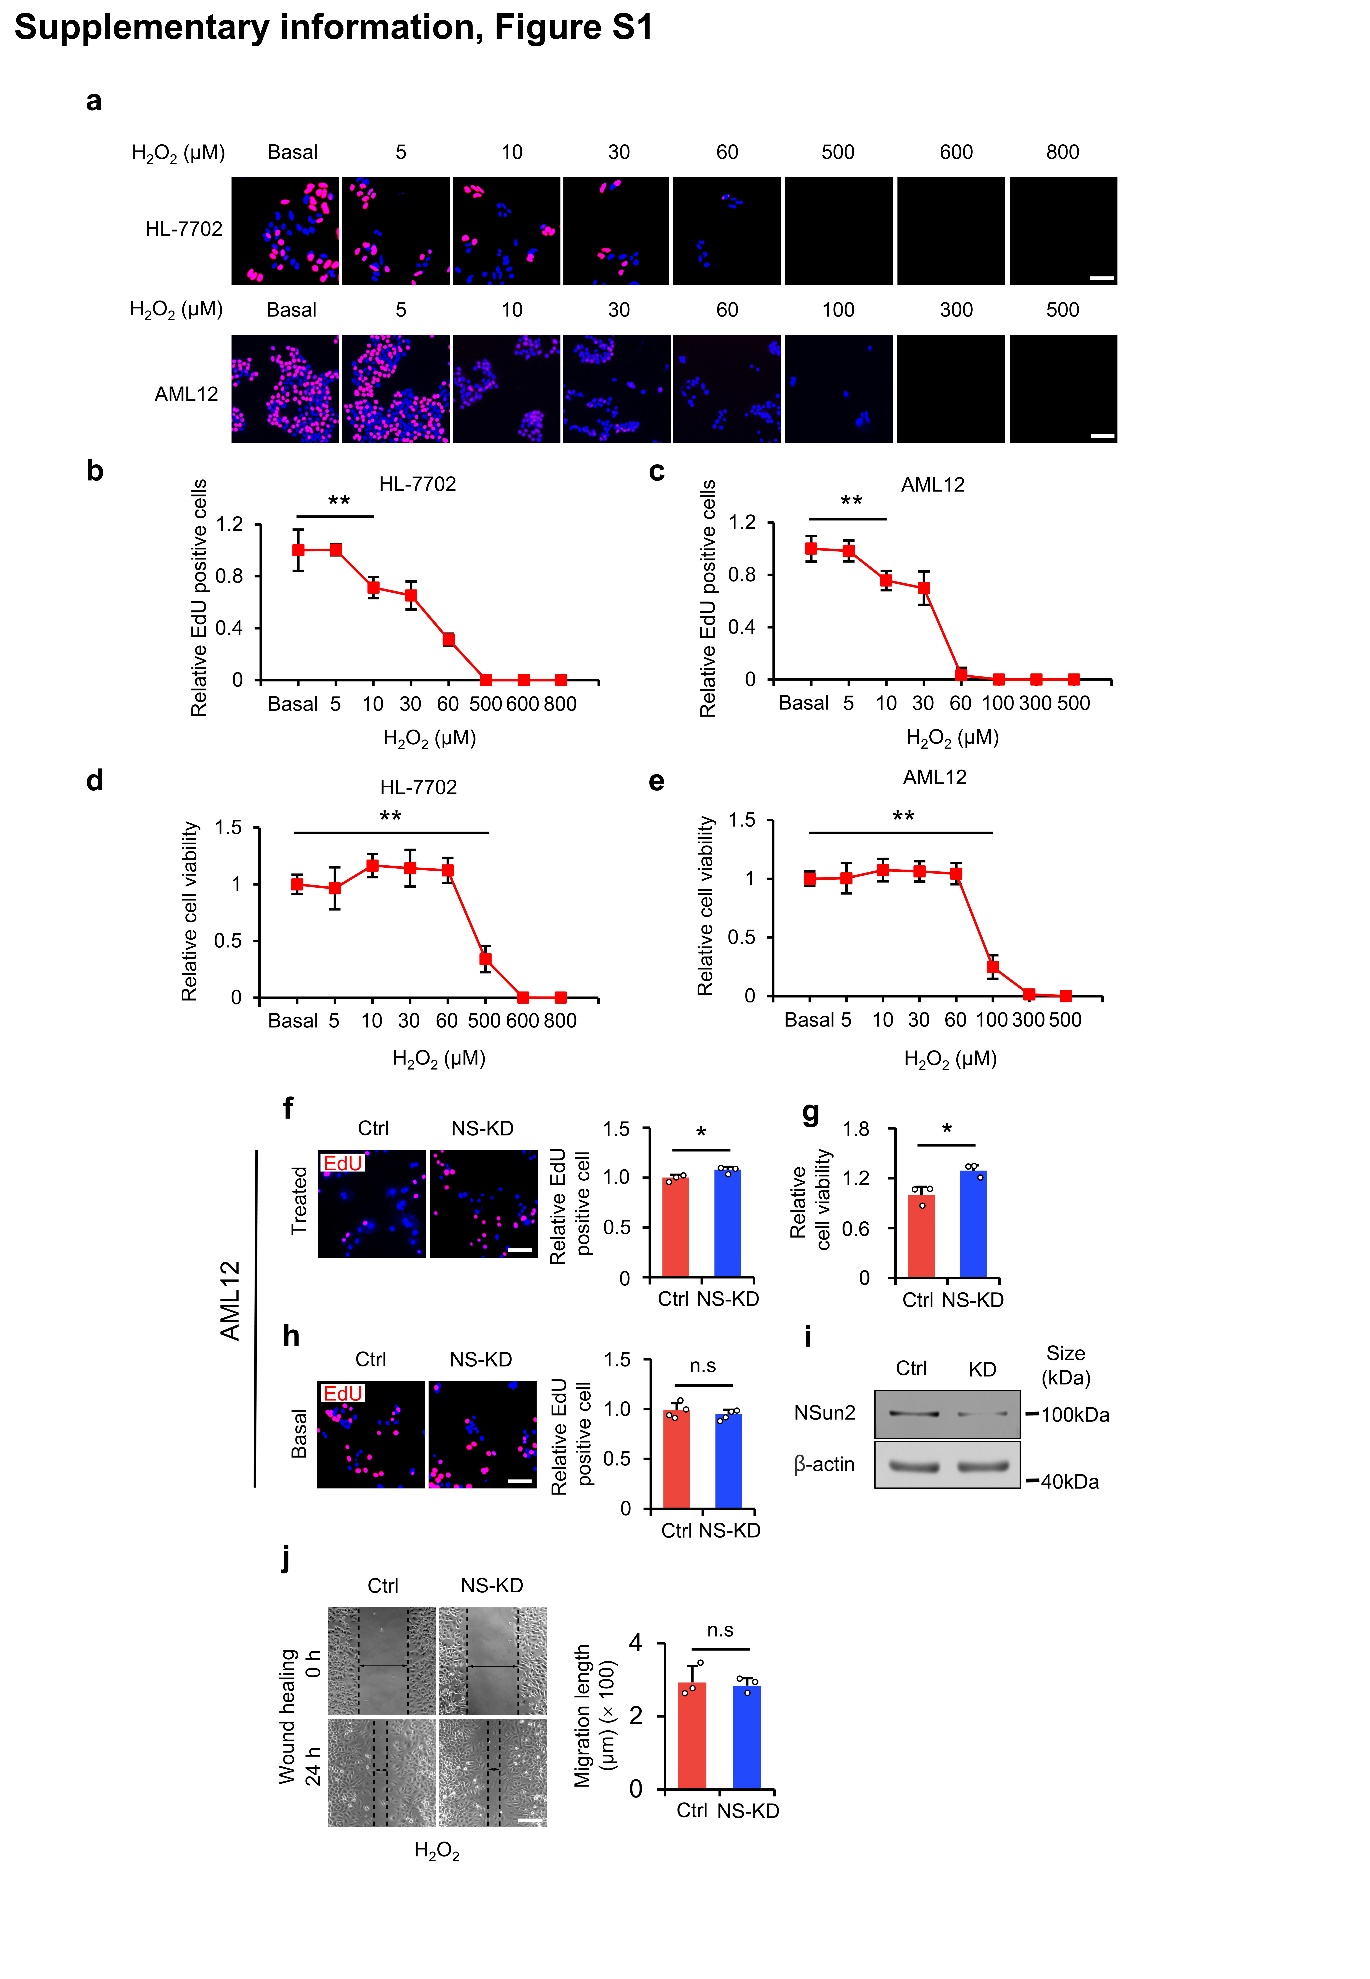

Fig. S1. NS-KD ameliorates injury in AML12 cells.

(**a**) The effect of H_2_O_2_ dose on HL-7702 and AML12 cell proliferation. Representative images of EdU staining are shown. Basal: no H_2_O_2_. Scale bar, 100 μm. (**b**) The statistical results of HL-7702 cell proliferation under H_2_O_2_ stress in Supplementary Fig. S1a. EdU-positive cells were analyzed relative to the Basal. (**c**) The statistical results of AML12 cell proliferation under H_2_O_2_ stress in Supplementary Fig. S1a. EdU-positive cells were analyzed relative to the Basal. (**d**) Relative HL-7702 cell viability (CCK-8 assay) under different H_2_O_2_ dose was assessed by detecting the OD450 value. (**e**) Relative AML12 cell viability (CCK-8 assay) under different H_2_O_2_ dose was assessed by detecting the OD450 value. (**f**) The effect of NS-KD on AML12 cell proliferation under H_2_O_2_ stress. Treated: H_2_O_2_. Left panel: representative images of EdU staining are shown. Right panel: statistical results. Scale bar, 100 μm. EdU-positive cells were analyzed relative to the control. *n* = 3 replicates. (**g**) Relative AML12 cell viability (CCK-8 assay) was assessed by detecting the OD450 value. *n* = 3 replicates. (**h**) Detection of transfected AML12 proliferation in the absence of stress damage. Basal: no H_2_O_2._ Left panel: representative images of EdU staining are shown. Right panel: statistical results. Scale bar, 100 μm. EdU-positive cells were analyzed relative to the control. *n* = 4 replicates. (**i**) NSun2 expression was measured to verify the knockdown effect of NSun2 by western blotting for Supplementary Fig. S1a-c. (**j**) Cell migration distances in the wound healing assay at 0 h and 24 h (left panel) and quantified (right panel). Scale bar, 200 μm. Data are representative of three independent experiments. *NSun2* siRNA: NS-KD; Ctrl siRNA: Ctrl. All data are expressed as the mean ± SD. **P* < 0.05, ***P* < 0.01, *n.s.* no significance, Student’s *t*-test.

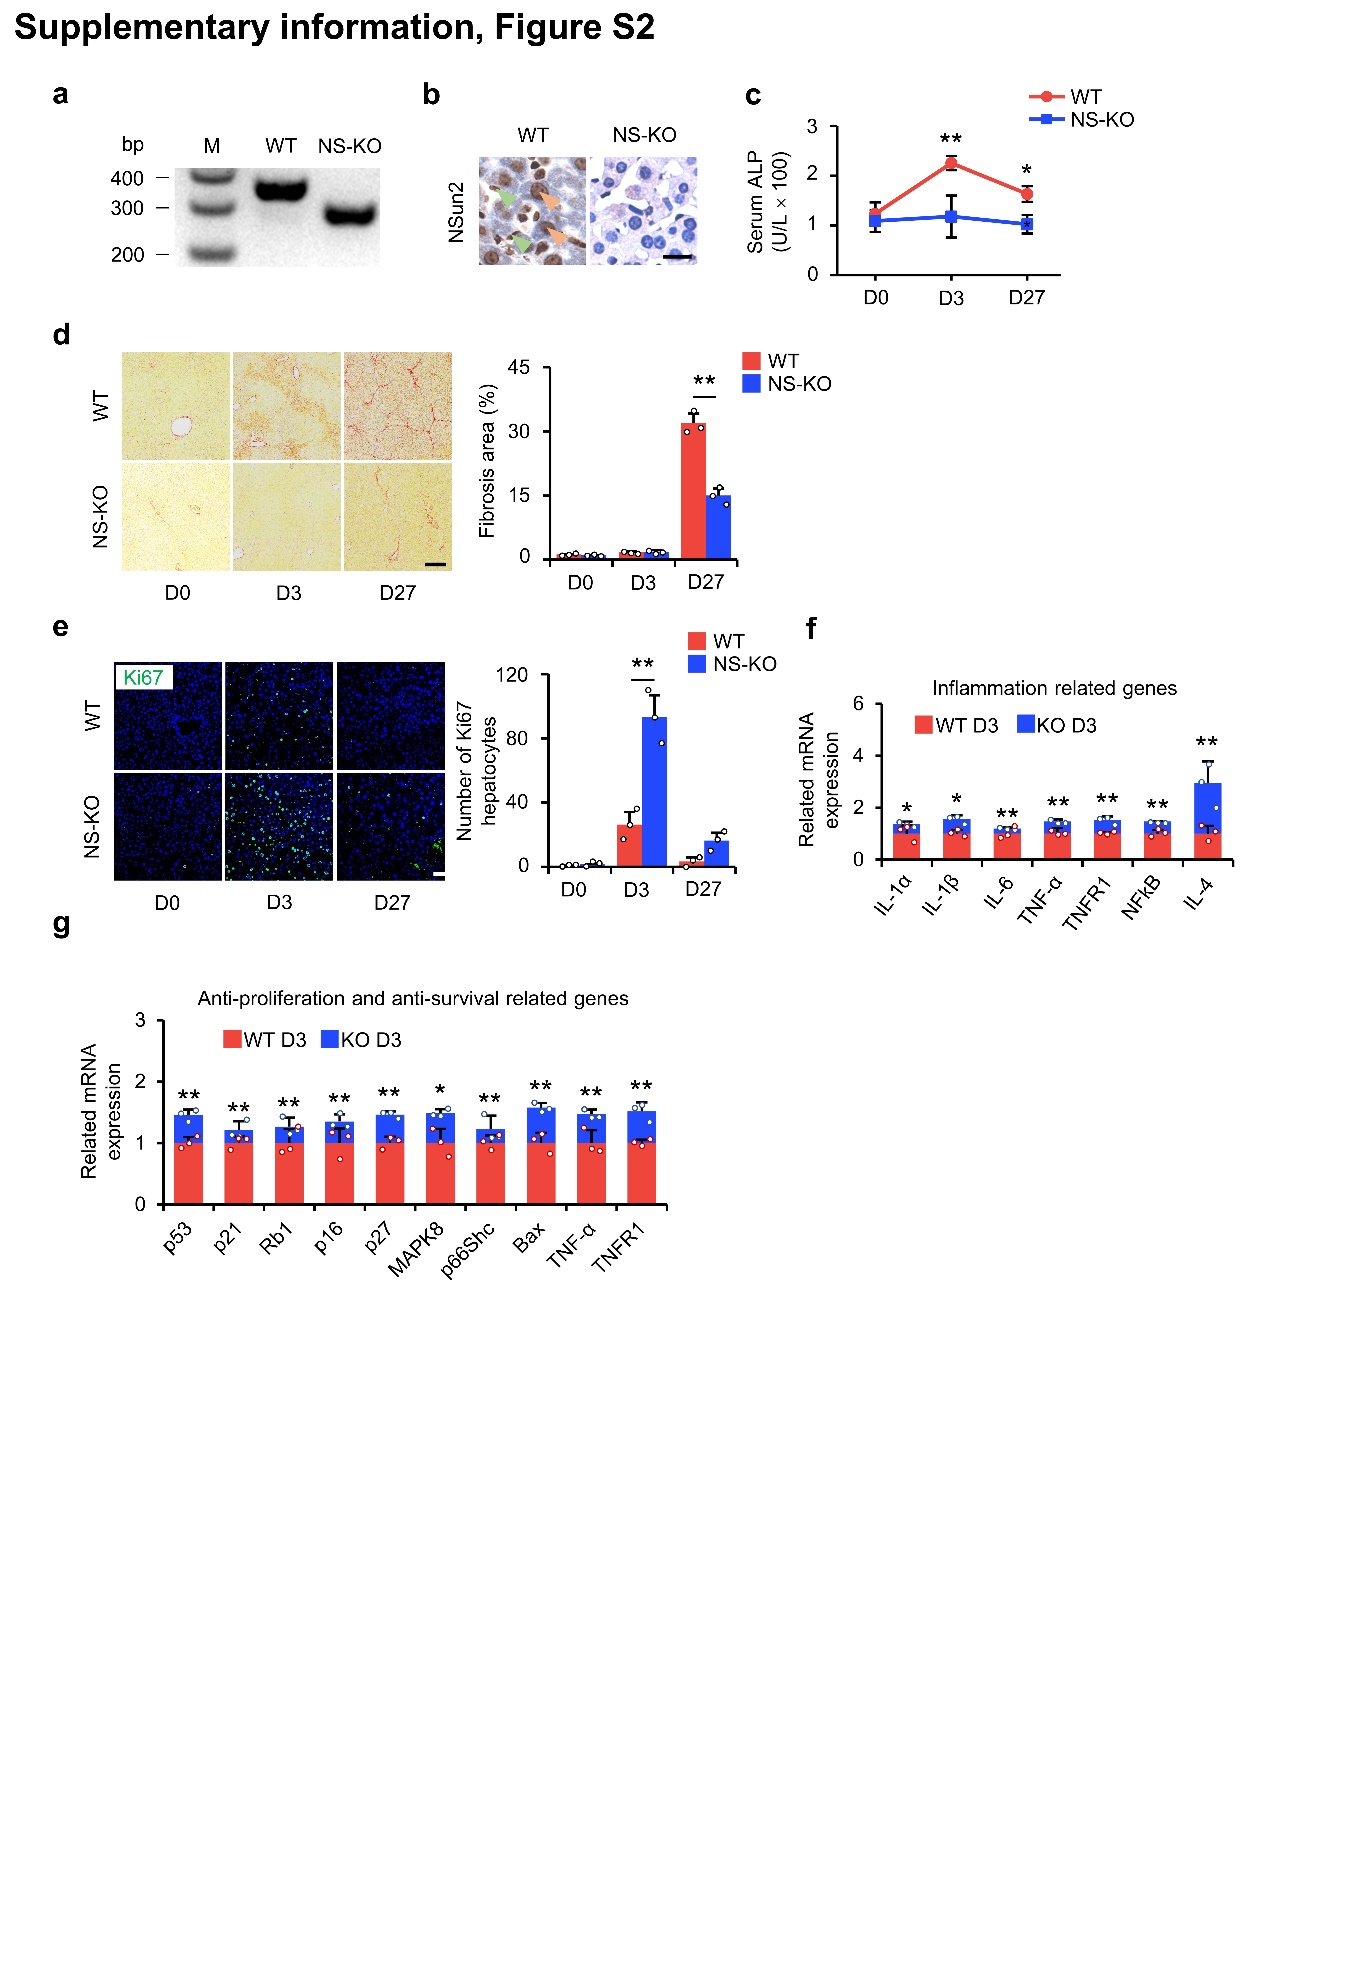

Fig. S2. NS-KO ameliorates liver fibrosis, inflammation, proliferation, and survival *in vivo.*

(**a**) Genotyping analysis of WT and NS-KO mice by DNA gel electrophoresis. (**b**) immunohistochemistry showing NSun2 location and effect of NS-KO in liver sections. The brown cells represent NSun2-positive cells. The larger nuclei represent hepatocytes (orange arrowhead), and other smaller nuclei represent non-parenchymal cells (green arrowhead). Scale bar, 50 μm. (**c**) Mouse serum ALP concentration was assessed to manifest the degree of liver injury after repeated CCl_4_ injection, *n* = 4 mice. (**d**) Mouse liver fibrosis is induced by repeated injections of CCl_4_. Sirius red staining was used to detect collagen (red area) in the injured liver at different time points, and the percentage of the fibrotic area was quantified. Scale bars, 200 μm; *n* = 3 mice. (**e**) Immunofluorescence of Ki67 staining in liver sections. WT or NS-KO mice were injected with CCl_4_. The liver was resected and made into sections at the indicated time points. Left panel: representative images of Ki67-positive hepatocytes (green stained large nuclei). Right panel: Ki67-positive cells were quantified. Scale bar, 100 μm. *n* = 3 mice. (**f**) Inflammation-related gene expression was quantified by qRT-PCR after liver injury. *n* = 3 mice. (**g**) Anti-proliferation and injury-related gene expression was quantified by qRT-PCR after liver injury. *n* = 3 mice. For data in this figure, representative images are shown. All data are presented as the mean ± SD. **P* < 0.05, ** *P* < 0.01, Student’s *t*-test.

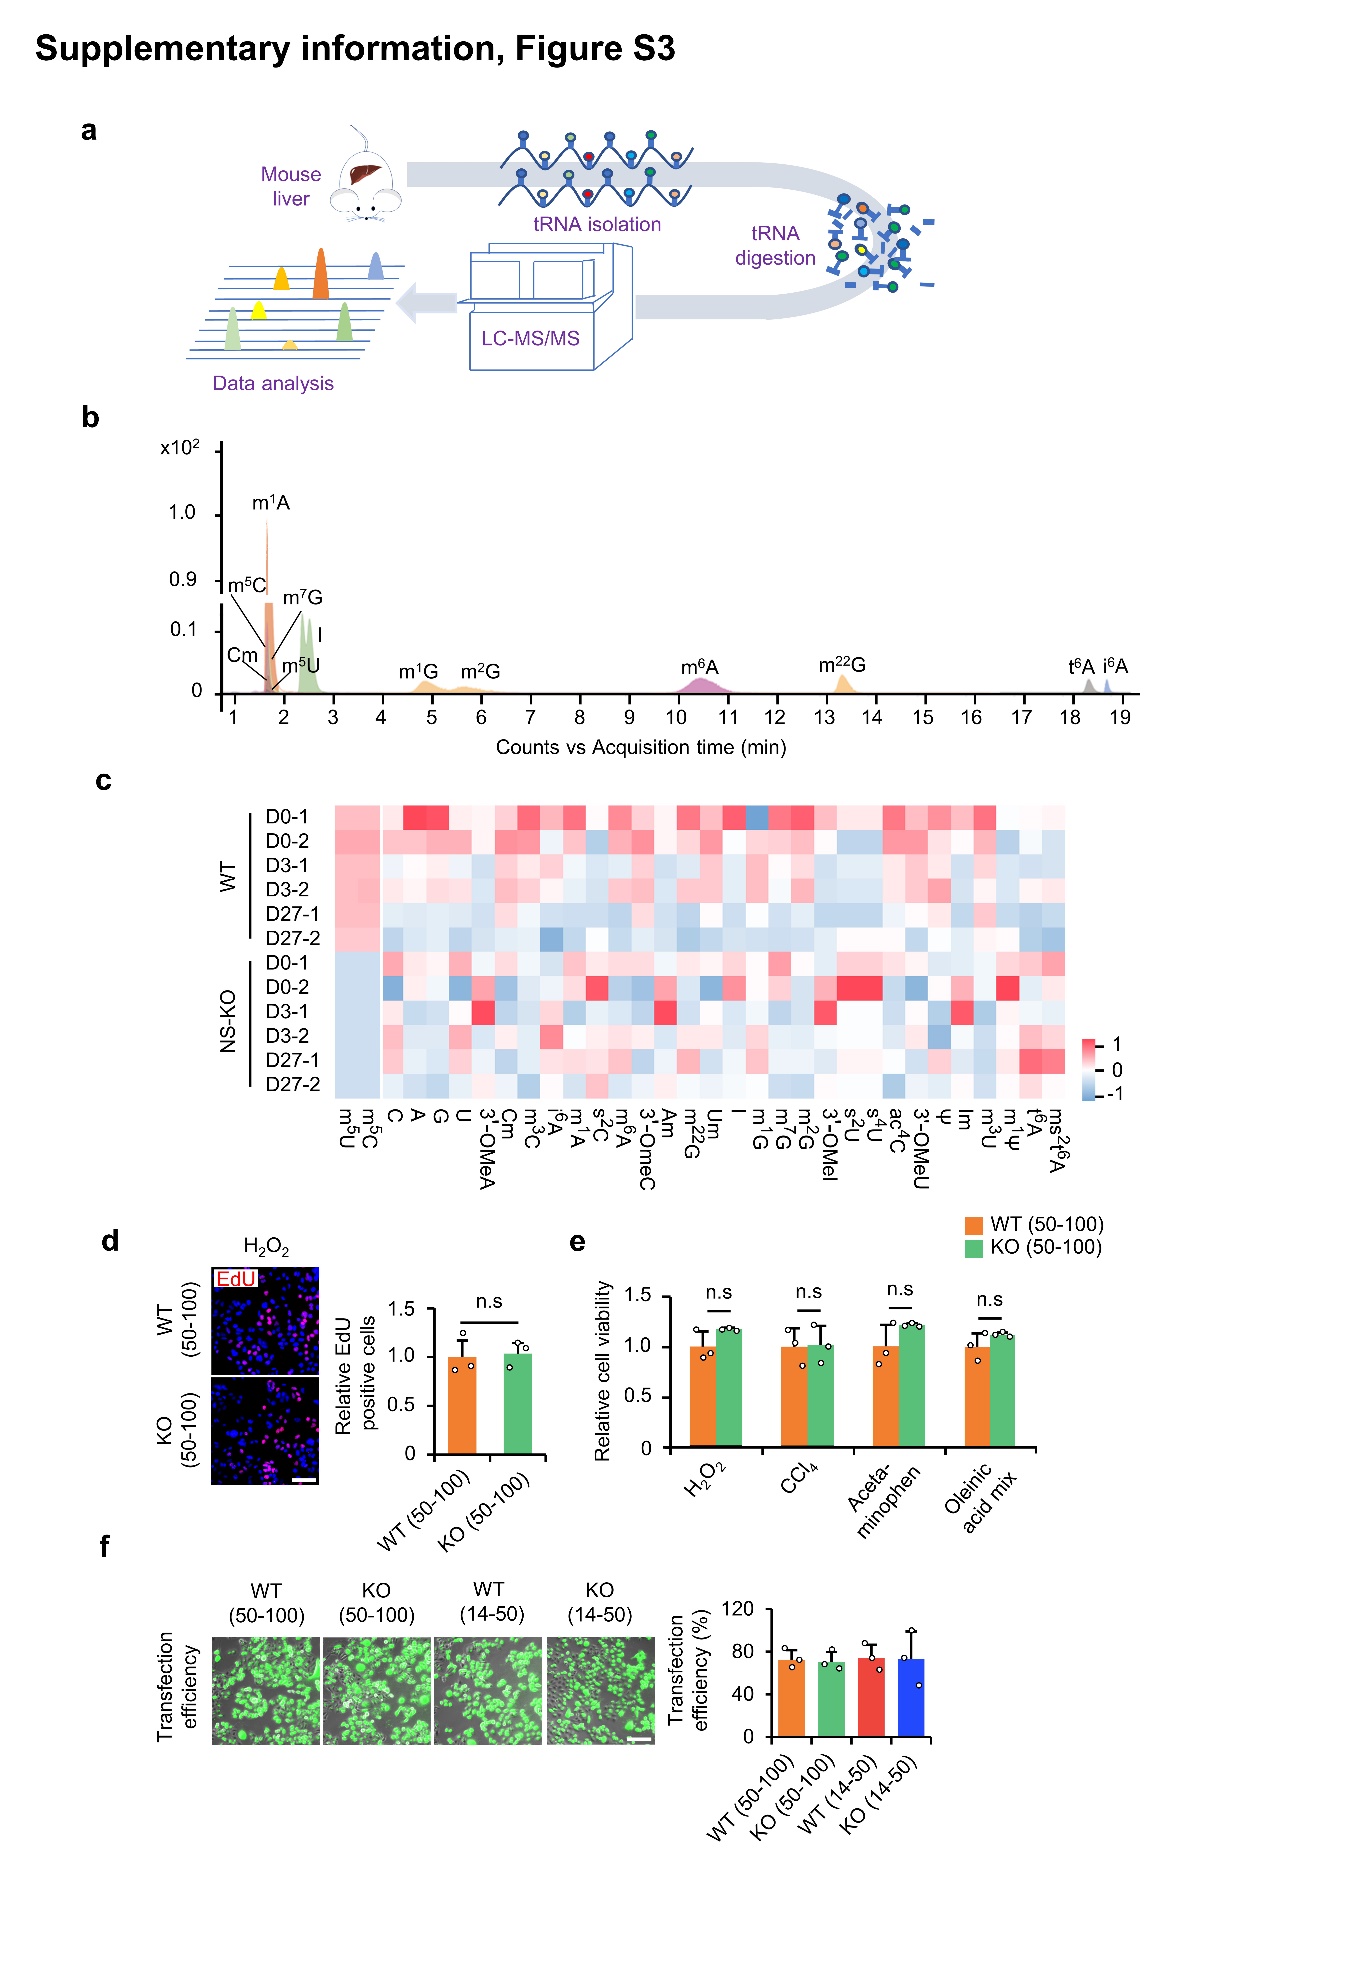

Fig. S3. The profile of tRNA modifications after injury and the roles of 50–100 nt RNAs from NS-KO in cell injury.

(**a**) Schematic diagram of experimental procedures for detecting and quantifying multiple tRNA modifications in the mouse liver. Briefly, total RNA from each sample was quantified using a NanoDrop ND-1000 instrument, and ~5 μg total RNA was used to isolate tRNA by the Urea-PAGE method. Purified tRNA was digested to single dephosphorylated nucleosides by enzyme mix. LC-MS analysis was performed on Agilent 6460 QQQ mass spectrometer with an Agilent 1260 HPLC system using multi-reaction monitoring (MRM) detection mode. LS-MS data were acquired using Agilent Qualitative Analysis software. MRM peaks of each modified nucleoside were extracted and normalized to the quantity of tRNA purified. (**b**) Representative total ion current (TIC) results of nucleosides. This image is provided in Excel format for each sample in the Supplemental information (SupplementaryTable S2). (**c**) Heatmap showing the relative abundance of 41 types of tRNA modifications in WT and NS-KO mice treated with CCl_4_. 32 of the 41 modifications are available. They are m^5^U, m^5^C, C, A, G, U, 3'-OMeA, Cm, m^3^C, i^6^A, m^1^A, s^2^C, m^6^A, 3'-OmeC, Am, m^22^G, Um, I, m^1^G, m^7^G, m^2^G, 3'-OMeI, s^2^U, s^4^U, ac^4^C, 3'-OMeU, Ψ, Im, m^3^U, m^1^Ψ, t^6^A, ms^2^t^6^A. 9 of them are N.D. They are m^5^Cm, m^2,2,7^G, ac^4^Cm, 5'-OMeT, Gm, m^5^s^2^U, mo^5^U, hm^5^C, m^5^Um. The horizontal axis represents the type of tRNA modification. The vertical axis represents the time point when WT and NS-KO mice were treated with CCl_4_. -1 and -2 indicate a repeated sample. For the specific data, the raw and normalized peak information datasheet of detected modified nucleosides are provided in the same excel datasheet as table S2. Nucleoside, the name of normal or modified nucleoside detected; Symbol, an abbreviation of nucleoside detected; Raw Peak Area, Peak area extracted from LC-MS data; Normalized Peak Area, Peak area normalized to the quantity of purified tRNA for each sample. N.D., Not Detected, nucleoside with a signal-to-noise ratio below 10. The data shown are the results of two independent experiments. (**d**) Cell proliferation after transfection of 50–100 nt RNAs was assessed after injury using the EdU incorporation assay (left panel); scale bar, 100 μm. Cell proliferation was quantified (right panel). *n* = 3 replicates. (**e**) CCK-8 assay showing the survival of isolated fragments. Relative cell viability after transfection of 50–100 nt RNAs was assessed by detecting the OD450 value. *n* = 4 replicates. (**f**) Transfection efficiency of RNA fragments isolated from WT and *NSun2* KO mice. Representative green fluorescence-positive cells are shown (left panel), scale bar, 100 μm. Green fluorescence-positive cells were quantified (right panel). Six representative fields for each sample were selected to assess the transfection efficiency. Images are representative of three independent experiments. All data are expressed as the mean ± SD. **P* < 0.05, ***P* < 0.01, *n.s.* no significance, Student’s *t*-test.

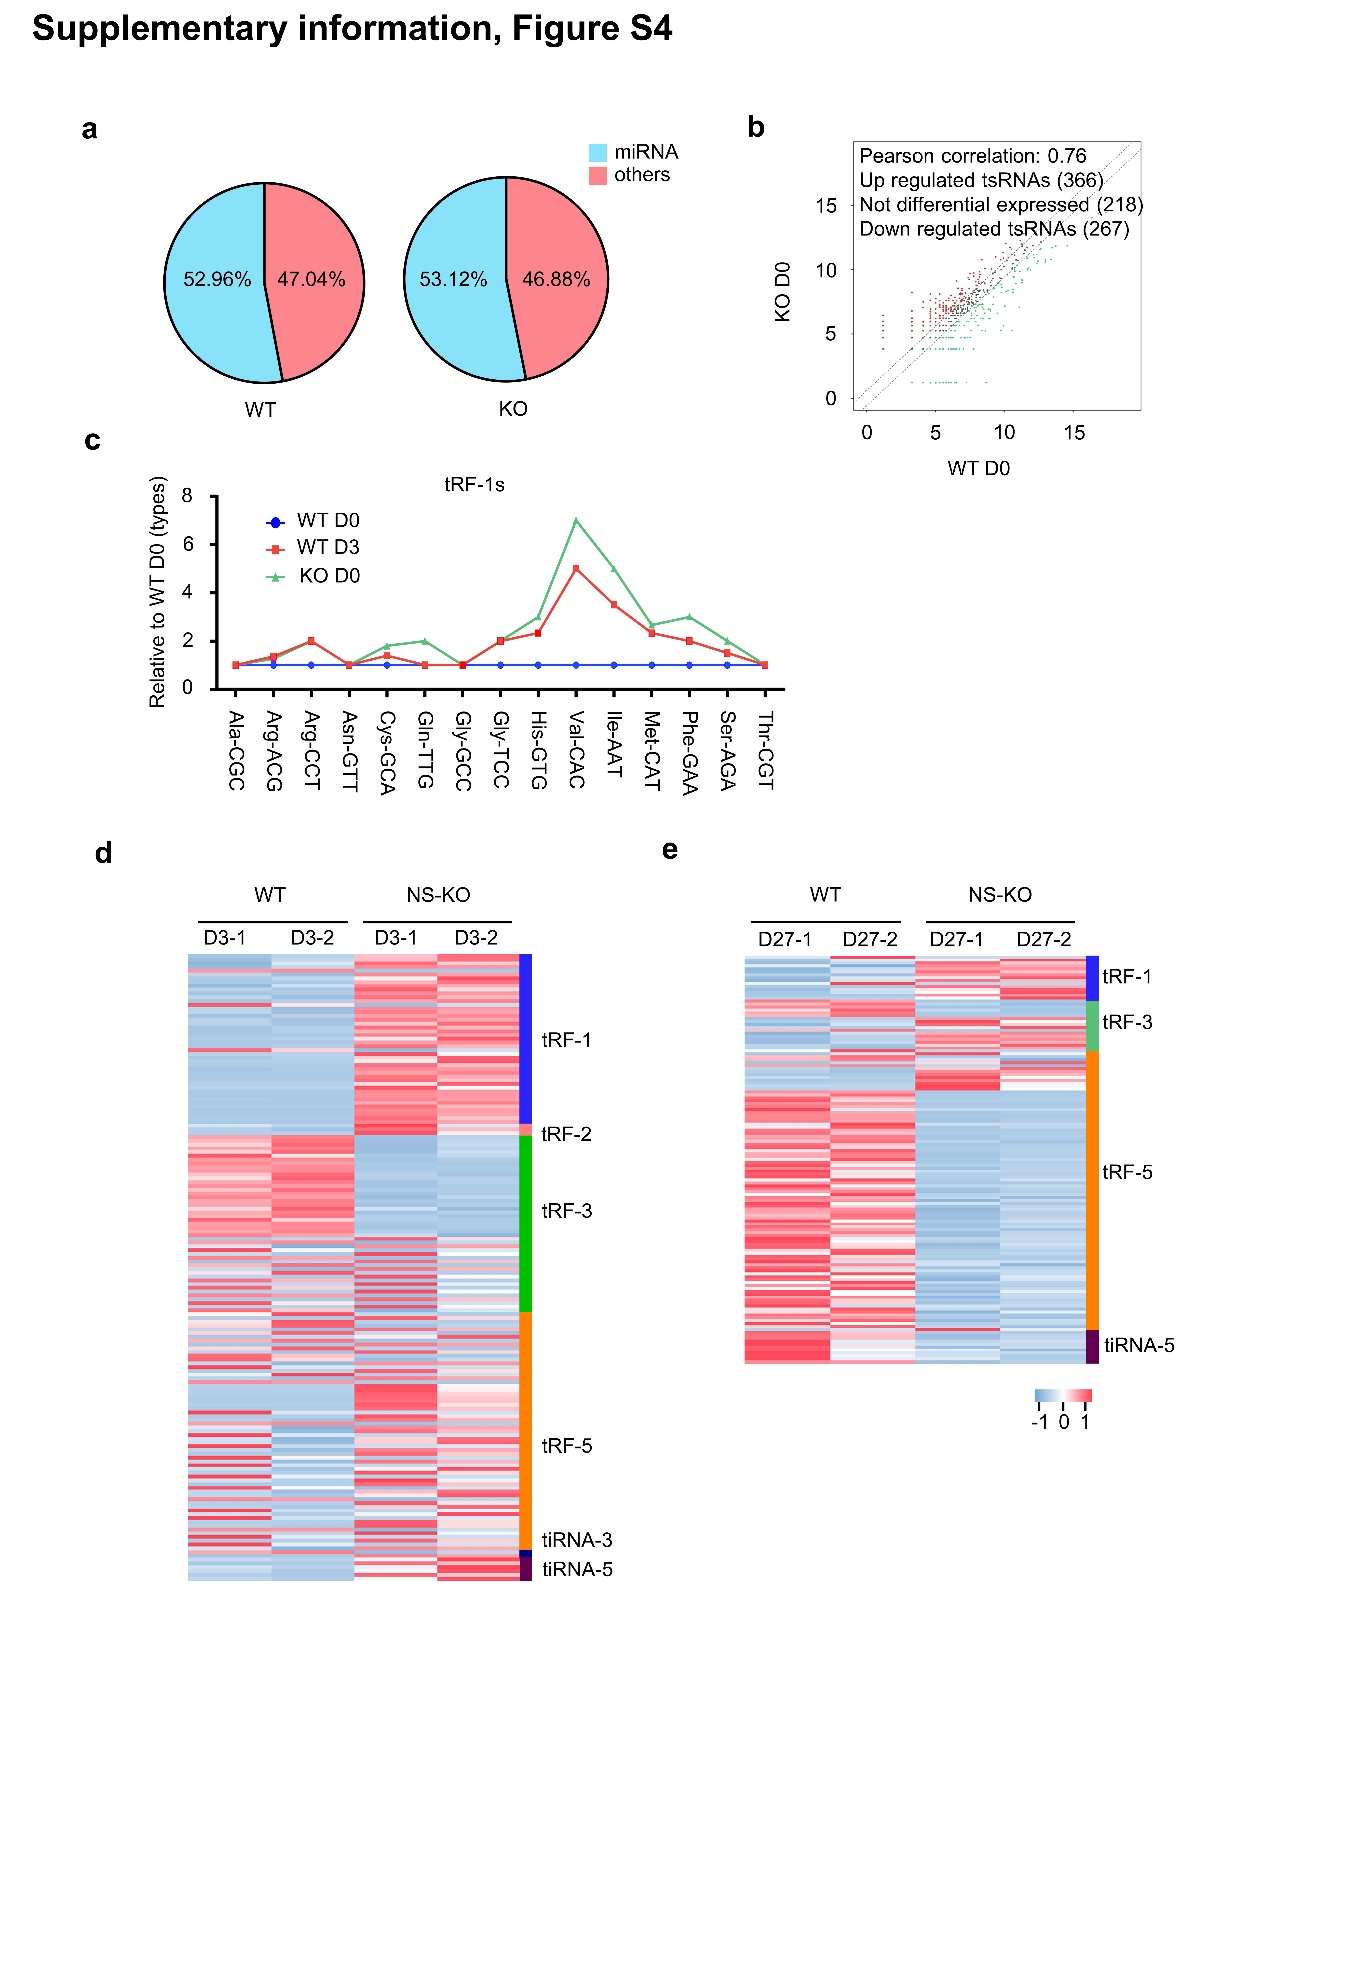

Fig. S4. The landscape of tsRNAs from WT and NS-KO liver at different time points.

(**a**) The distribution of miRNAs and other RNAs after NS-KO. (**b**) The scatter plot of differentially expressed tsRNAs between WT D0 and KO D0. tsRNAs above the top line (red dots, upregulation) or below the bottom line (green dots, downregulation) indicate more than 1.5-fold change between the two compared groups. Gray dots indicate non-differentially expressed tsRNAs. (**c**) The number of tRF-1s against tRNA isodecoders. tRNA isodecoders share the same anticodon but have differences in their body sequence. The X-axis represents different tRNA isodecoders. The Y-axis shows the number of all tRF-1s against tRNA isodecoders relative to WT D0. The lines with different colors represent multiple samples. tsRNAs are separated into subtypes by their sites and length. The group line chart showing the number distribution for each subtype of tsRNAs. (**d** and **e**) Related to Fig. 4e, the differentially expressed tsRNAs of other compared groups. All data in this figure were acquired by tsRNA-seq; for each group, two duplicates were performed.

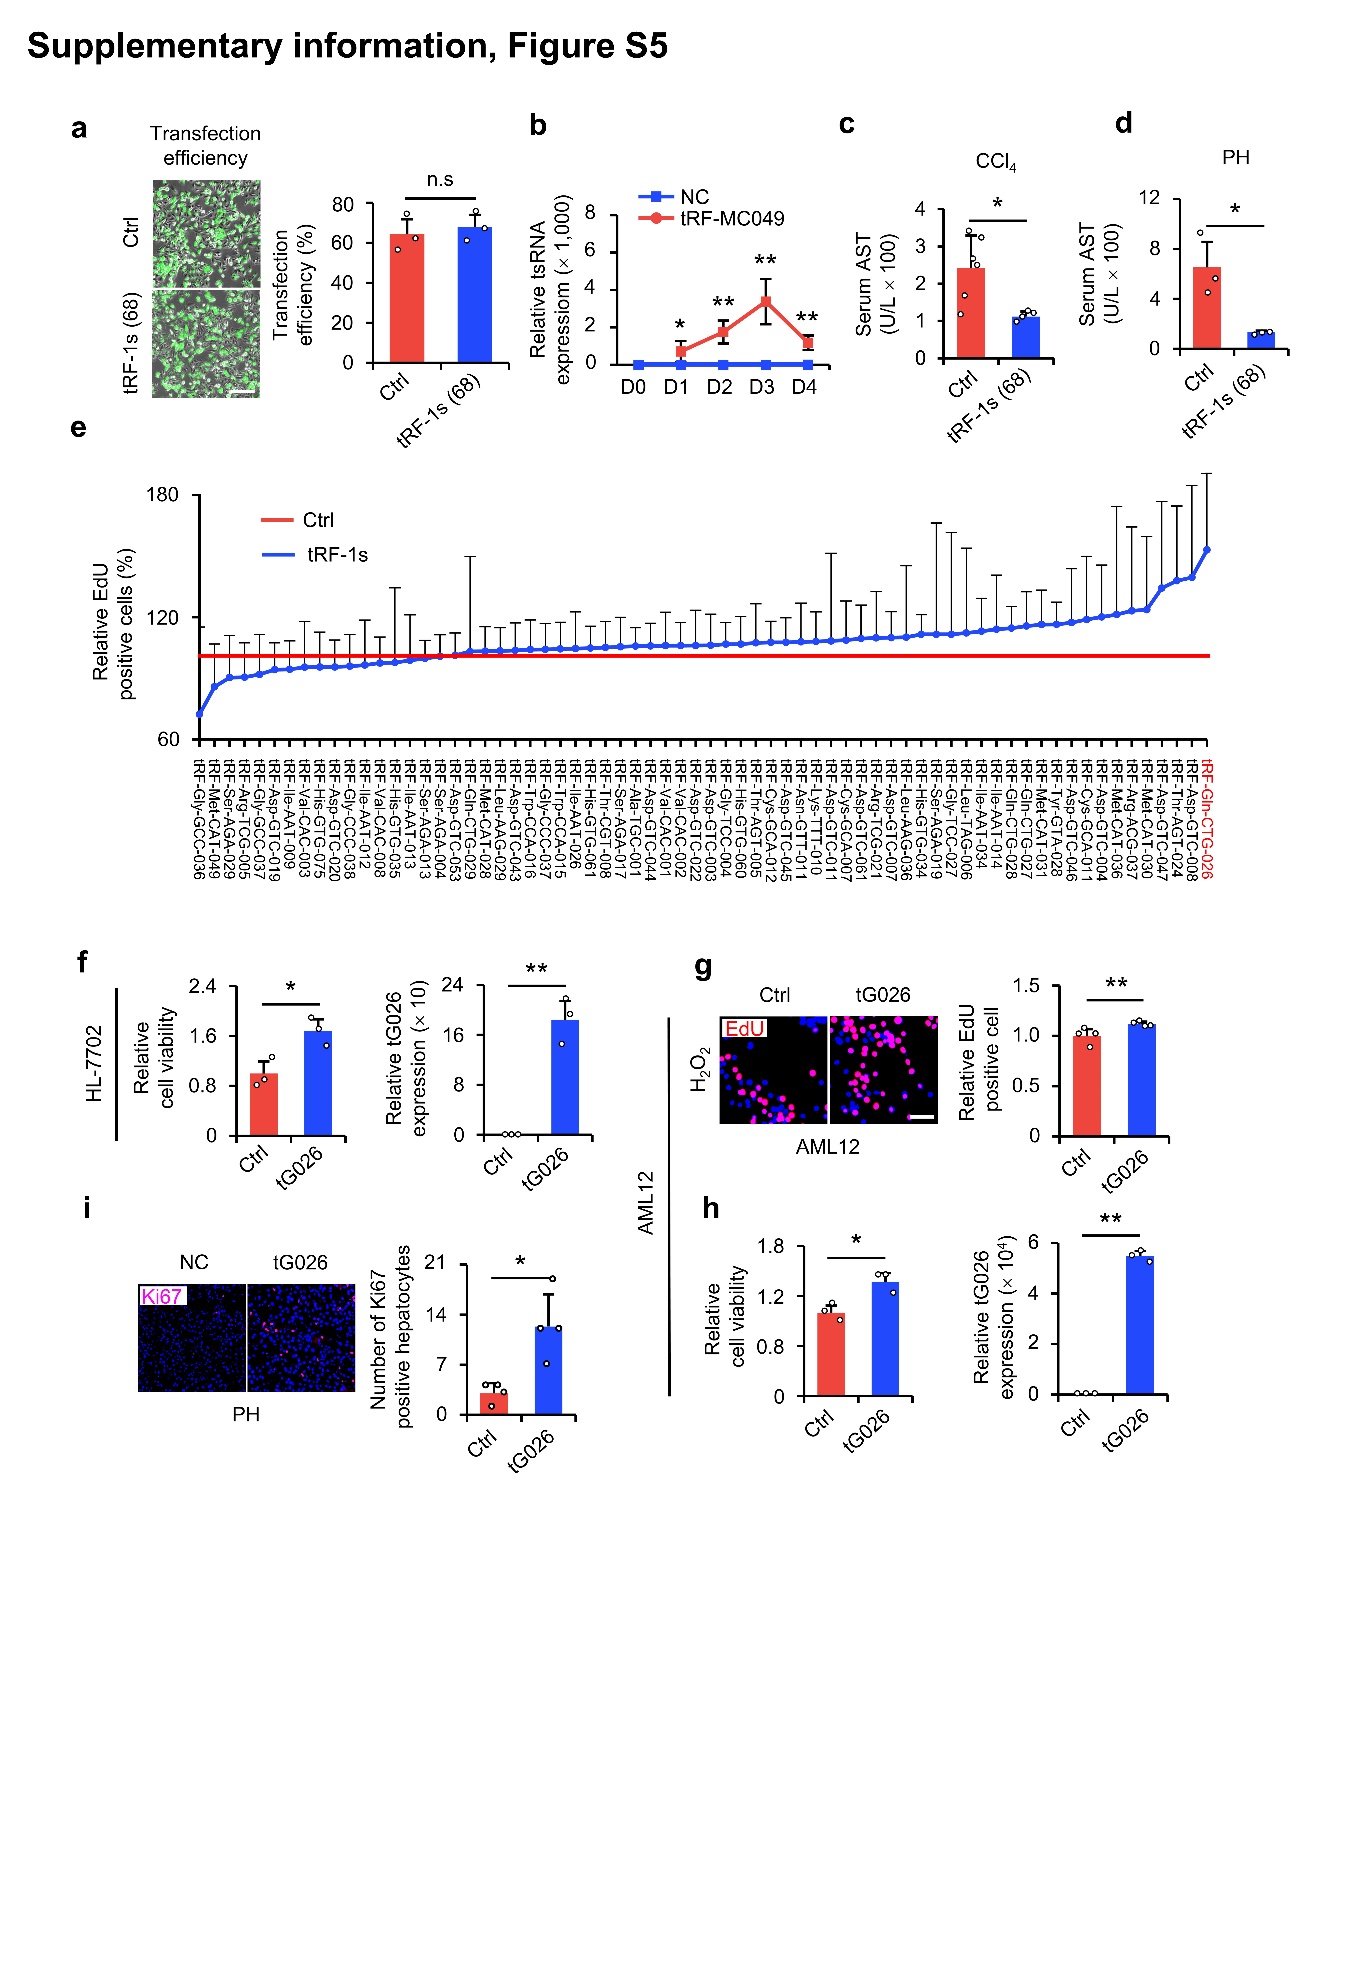

Fig. S5. The screening of NS-KO-derived tRF-1s that can improve liver injury.

(**a**) Transfection efficiency of synthetic tRF-1s. After mixing tRF-1s and Block-iT oligos with the green fluorescence, the mixtures were transfected into HL-7702 cells for indirect detection of the transfection efficiency. Green fluorescence-positive cells can be considered as cells transfected with synthetic tRF-1s. Representative green fluorescence-positive cells are shown (left panel) and quantified (right panel). Six representative fields from each sample were selected to assess the transfection efficiency. Scale bar, 100 μm. The experiments above were performed three times. (**b**) qRT-PCR determined the retention time of injected tRF-MC049 (tRF-Met-CAT-049) in the mouse liver. Random code sequence (NC) as a negative control. D0 represents no injection. D1, D2, D3, and D4 represent 0, 1, 2, and 3 days after small RNAs injection. (**c**) Related to Fig. 5g, another detected liver function index—AST for CCl_4_-induced liver injury. Control mice, *n* = 6; tRF-1s mice, *n* = 4. (**d**) Related to Fig. 5i, another detected liver function index—AST for partial hepatectomy (PH) liver injury model. *n* = 3 mice. (**e**) EdU staining showing relative HL-7702 proliferation under H_2_O_2_ stress for each screened tRF-1. The red font is the optimal tRF-1—tG026. (**f**) Left panel: relative HL-7702 viability (CCK-8 assay) was assessed by detecting the OD450 value. Right panel: qRT-PCR showing the identification of tG026 expression. *n* = 3 replicates. (**g**) AML12 cells were transfected with artificial synthetical tG026 or a random code sequence as negative control. EdU-positive cells were analyzed relative to the control. Representative images (left panel) and statistical results (right panel) are shown. Scale bar, 100 μm. *n* = 4 replicates. (**h**) Left panel: relative AML12 viability (CCK-8 assay) was assessed by detecting the OD450 value. Right panel: qRT-PCR showing the identification of tG026 expression. *n* = 3 replicates. (**i**) After partial hepatectomy (PH), the different proliferation between Ctrl and tG026-injected mice was compared using EdU staining. Representative images (left panel) and statistical results (right panel) are shown. Scale bar, 50 μm. *n* = 4 mice. All data are expressed as the mean ± SD. **P* < 0.05, ***P* < 0.01, *n.s.* no significance, Student’s *t*-test.

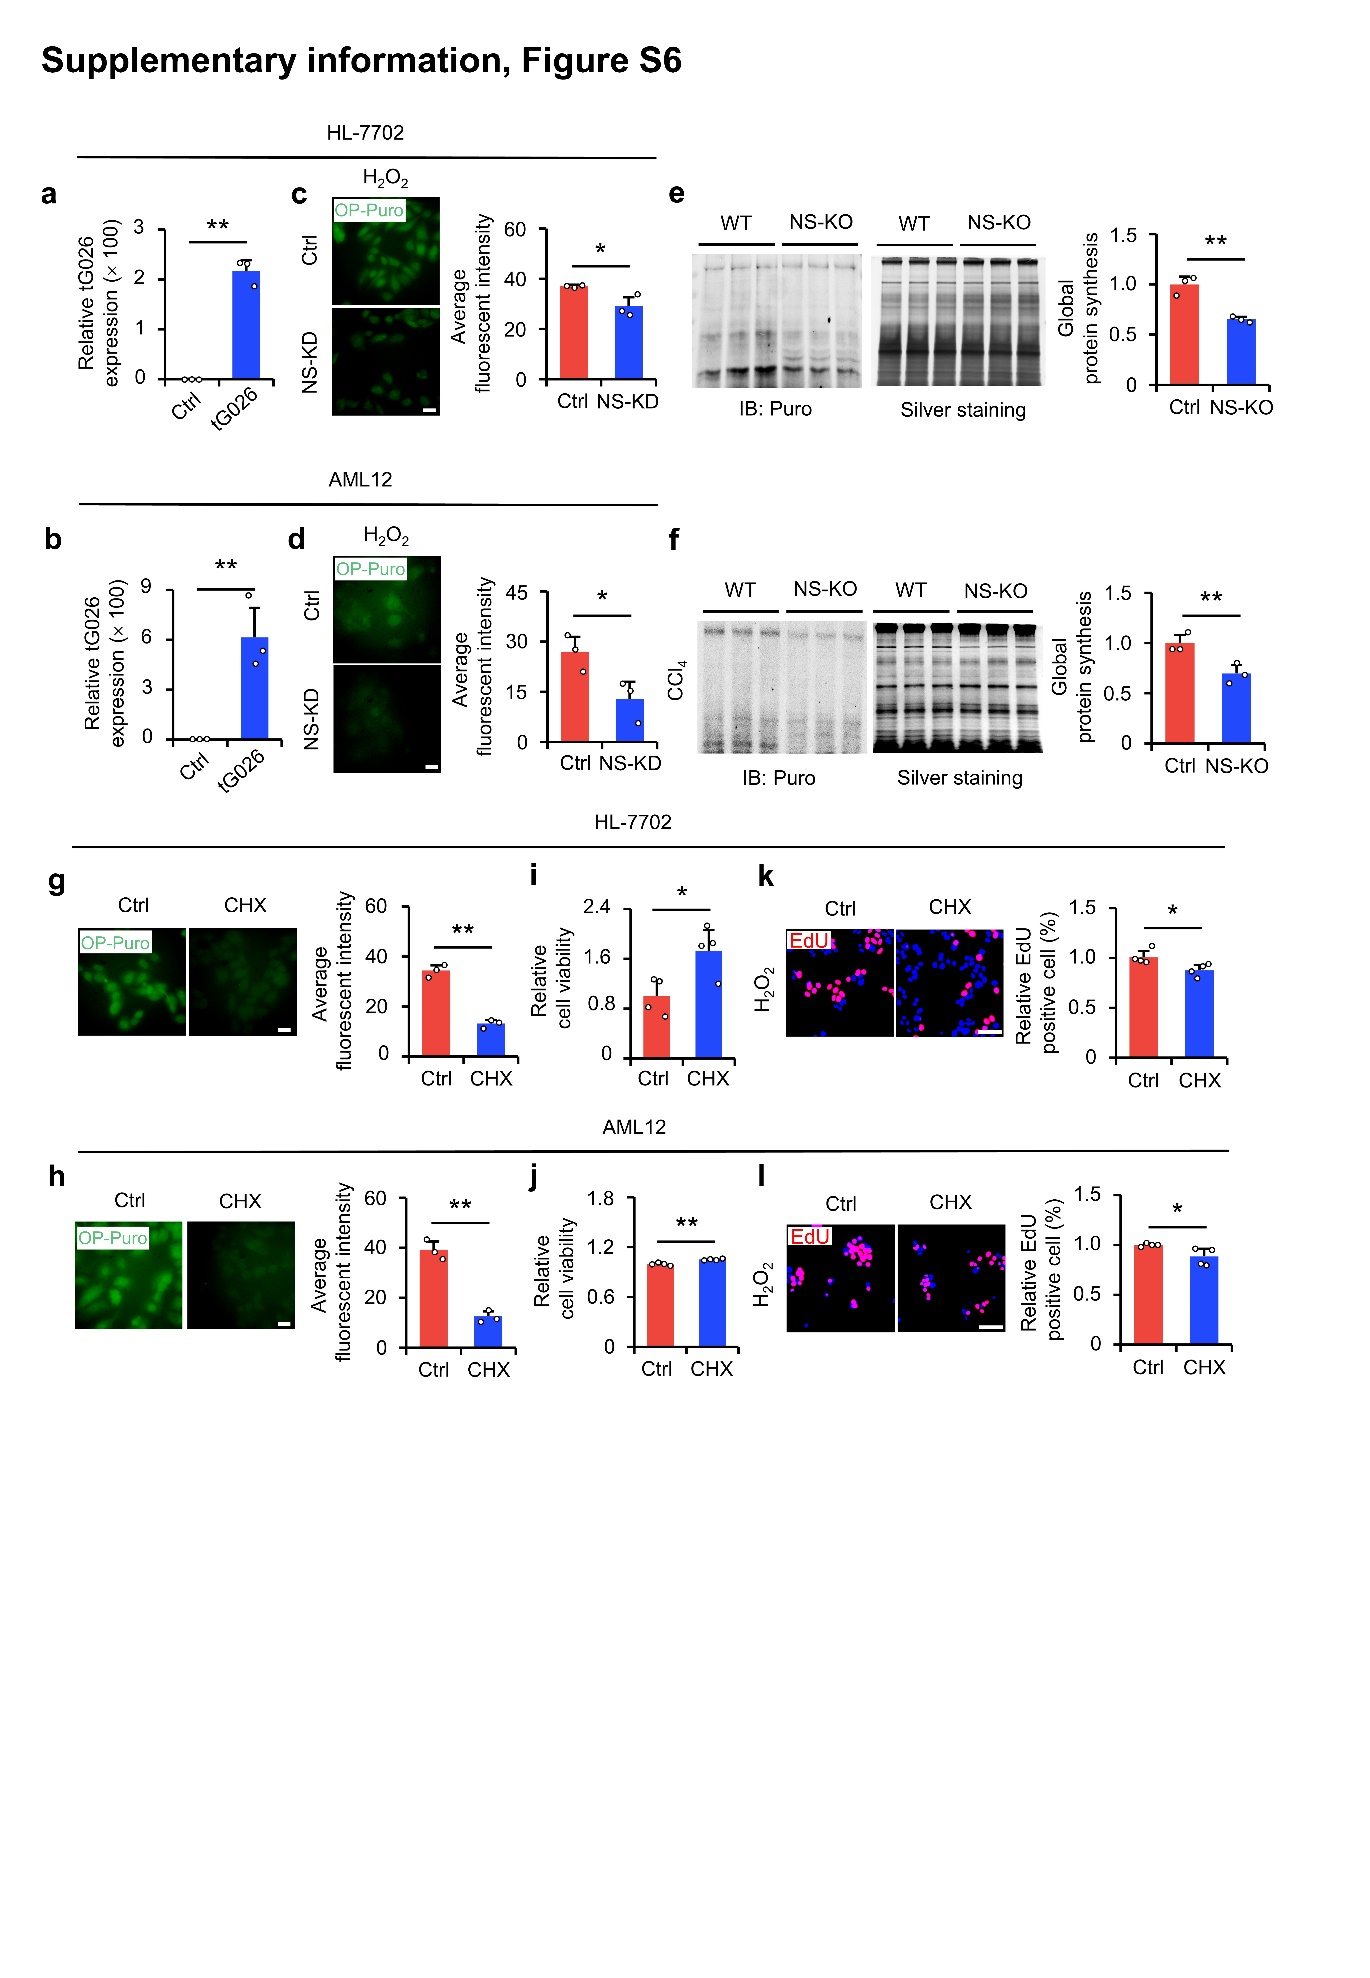

Fig. S6. The loss of *NSun2* suppresses the global protein synthesis in the presence or absence of stress and the effect of CHX on cell injury.

(**a**) The identification of tG026 expression in Fig. 6e. *n* = 3 replicates. (**b**) The identification of tG026 expression in Fig. 6f. *n* = 3 replicates. (**c** and **d**) Global protein synthesis under H_2_O_2_ stress in HL-7702 cells (c) and AML12 cells (d) was assayed by OP-Puro incorporation. Results showing the variation after NS-KD. Representative images (left panel) and statistical results (right panel) are shown. Scale bar, 50 μm. *n* = 3 replicates. (**e** and **f**) SUnSET showing GPS *in vivo* with (e) or without damage stress (f) after NS-KO. Left panel: the quantity of Puro. Middle panel: total protein quantity as an internal control. Right panel: grey intensity statistical results. *n* = 3 mice. (**g** and **h**) Global protein synthesis in HL-7702 cells (g) and AML12 cells (h) was assayed by OP-Puro incorporation. Results showing the variation after being treated by CHX. Representative images (left panel) and statistical results (right panel) are shown. Scale bar, 50 μm. *n* = 3 replicates. (**i** and **j**) Relative cell viability (CCK-8 assay) in HL-7702 (i) and AML12 (j) was assessed by detecting the OD450 value. *n* = 4 replicates. (**k** and **l**) The cell proliferation under H_2_O_2_ stress after GPS was inhibited by CHX. HL-7702 (k) or AML12 (l) were treated with CHX. Representative images (left panel) and statistical results are (right panel) are shown. Scale bar, 100 μm. *n* = 4 replicates. All data are expressed as the mean ± SD. **P* < 0.05, ***P* < 0.01, Student’s *t*-test.

Table S1. NS-KO-derived 68 tRF-1s sequences

Negative Control: 5'-UUCUCCGAACGUGUCACGUTT-3'

Table S2. TIC_Raw and Normalized Peak Information (separate file)

Excel file containing detailed tRNA modification detection information.

Table S3. Primers and oligos used in this paper

How the deposited data were processed for this re-analysis (not part of the article)

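The deposited table of read counts was used as it stands, with 12 libraries and 87699 distinct sequences of 14 to 40 nt. Reads had been checked with FastQC, trimmed with cutadapt and aligned with Bowtie by the authors, and versions of these tools are not given. Each sequence was counted once, whatever the number of tRNAs it was listed under. The 31 sequences listed as Other and as a named subtype were given the named subtype. Of 439 nuclear precursors, 370 lie exactly on a tRNA gene of GRCm38.

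The design written before the data were examined named edgeR for single fragments, and edgeR was not run. The check of units refused the table as counts because of its text lines, although its values are whole-number reads, and limma was used instead. limma with a trend on log2 CPM was preferred to voom weights after the read table had been opened, and after call counts of both on these libraries had been seen. The ground was simulated data with 4-fold changes, 2 libraries per group and a dispersion of 0.1. In these data the trend called 60 fragments with 1.667% false and recovered 5.9% of the changes. Voom called 280 with 29.64% false and recovered 19.7%. At the dispersion estimated from these libraries, 0.204, the trend called 18 with 0 false and recovered 1.8%. There voom called 83 with 38.55% false and recovered 5.1%. Under the stricter filterByExpr rule and a dispersion of 0.1, the trend recovered 27.41% with 2.116% false and voom 31.41% with 1.852% false. Under that rule and the estimated dispersion they recovered 5.248% and 5.831%, with 2.703% and 2.439% false. The low recovery means that a count of 0 does not show that fragments are equal. For sums by subtype and isodecoder over days, with 6 libraries per genotype, 89 of 92 simulated changes were recovered, with 1 false call among 90. No simulation was run in which fragments of the same tRNA vary together. These values may therefore overstate recovery and understate false calls for sums. Sums at single days were not simulated.

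The fit used TMM factors (0.4757 to 1.786), a prior count of 2 and 1 mean per group. Fragments entered at a CPM of at least 20 in at least 1 library, and sums entered with at least 10 reads in all and enough reads by the rule of filterByExpr. NS-KO and WT were compared at each day and over days, WT D3 was compared with WT D0, and the interaction compared the change from D0 to D3 between genotypes. The exact permutation test of D3 against D0 named in the design averages both genotypes and cannot give a p under 0.05556, and it gave p = 1 for the number of tsRNAs and p = 0.8889 for that of tRF-1s, which says nothing about WT livers alone. Sets were tested with camera with an estimated correlation between fragments. Numbers and shares were tested by permutation of genotype within days, with 216 arrangements and a smallest possible p of 0.009259.

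The lists of sums were tRF-1s of the 9 isodecoders named in the paper, all tRF-1s, nuclear 5′ and 3′ fragments, mitochondrial fragments, 5′ fragments of Gly-GCC and Glu-CTC, and fragments of the tRNAs that DNMT2 methylates. Over days, 5′ fragments of Gly-GCC and Glu-CTC were lower for 11 of 12 sums and higher for 0 (12 lower when adjusted over the list alone, 7 by library size only). Of 32 sums of DNMT2 target tRNAs, 3 were higher and 18 lower (3 and 20 over the list alone), against 9 and 9 by library size only.

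Deviations of replicates of the same number were correlated between groups by −0.2104 to 0.3025, with 2 of 15 pairs above 0.1, so replicates of different groups were treated as sharing only a number. Thinned numbers per library, and ratios and tests based on them, are means over 20 random copies. Thinned counts by group, 1.5-fold counts and calls from fits are not such means and come from a single copy. Versions were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.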

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

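For 1197 of 22065 fragments, the change from D0 to D3 differed between the genotypes (limma, adjusted p under 0.05), with 1166 higher and 31 lower in NS-KO. By library size only 283 differed, and with 1 library left out 144 (without WT D0 replicate 1) to 4054 (without NS-KO D0 replicate 1, 1394 higher and 2660 lower). Fragments of mitochondrial tRNAs made up 1068 of the 1166.

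Among sums by subtype and isodecoder, 40 of 281 differed in that change, 31 higher and 9 lower with TMM, and 14 higher and 51 lower by library size only. Other mt-Pro-TGG had an interaction of 4.63, tRF-1 Gln-CTG of 3.28 and tRF-1 Met-CAT of −1.89.

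Fragments of mitochondrial tRNAs made up 41.71% of reads in NS-KO livers and 14.19% in WT livers (exact permutation test within days, p = 0.009259), and the paper does not name fragments as mitochondrial, though 4 of its 68 tRF-1s, such as tRF-Met-CAT-049, match mitochondrial precursors.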

How the results depend on the processing

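Of 319 alternative settings, 228 left the result the same, 17 made it weaker, 2 made it stronger, 72 moved the value and 0 reversed it. Labels for calls leave out direction, which turned to mostly lower in 5 settings over days, 2 for sums and 1 for the interaction. The planned edgeR fit and its DESeq2 alternatives were not run. Voom weights, settings outside tRF-5c, other totals for shares, the fit without day 3 and the 9 named subtypes were added after the read table was opened.

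The difference in the number of tRF-1s, 175.2, was 180.2 at a CPM of 10 (exact permutation test, p = 0.1111) and 79.78 at equal reads outside tRF-5c (p = 0.06481). With 1 library left out it ran from 134.5 (without NS-KO D27 replicate 1) to 215.8 (without NS-KO D27 replicate 2). In exact permutation tests it missed 0.05 without WT D0 replicate 1 (171.7, p = 0.06481), WT D0 replicate 2 (178.7, p = 0.05556), WT D3 replicate 2 (147.7, p = 0.07407), WT D27 replicate 1 (182.8, p = 0.06481) and WT D27 replicate 2 (167.5, p = 0.06481). For all tsRNAs the difference of 3922 ran from 2892 to 4951 with 1 library left out and from 154.8 to 5137 under 8 other settings, and it passed the exact permutation test in all 20.

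The difference in the tRF-1 share, 3.62 points, was 16.07 with the 9 named subtypes as the total (exact permutation test, p = 0.01852). With 1 library left out it ran from 2.765 (without WT D3 replicate 2) to 4.475 (without WT D3 replicate 1, exact permutation p = 0.009259).

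Numbers of single fragments called follow, against 0 at D0, 2320 at D3, 0 at D27, 0 for WT D3 against D0, 1335 over days and 1197 for the interaction. Scaling by library size only gave 38 at D0, 54 at D27 and 283 for the interaction. RLE factors gave 132 at D0, 133 at D27 and 733 for the interaction. Scaling to reads outside tRF-5c gave 151 at D0, 125 at D27 and 205 for the interaction. The filterByExpr rule gave 250 at D0, 617 at D3, 253 at D27 and 448 for the interaction. No filter gave 625 over days. Thinning to the shallowest library gave 3 at D0, 280 over days and 258 for the interaction. Perfect matches alone gave 7 at D27. Voom weights gave 348 at D0, 712 at D27 and 4390 over days, and with the filterByExpr rule 214 at D0, 587 at D3, 132 at D27, 885 over days and 316 for the interaction. Without day 3 libraries 586 were called over days, 29 higher and 557 lower. Fits to only the 4 libraries of each comparison gave 220 at D0, 1010 at D3 and 139 at D27. The paper's heatmap threshold, an unadjusted p under 0.05 and an absolute log2 fold change over 2, gave 354 at D0, 910 at D3, 405 at D27 and 7 for WT D3 against D0. A difference of more than 1.5-fold with no test gave 10599 at D0, 7798 at D3, 11811 at D27 and 4153 for WT D3 against D0, and 467 at D0 for perfect matches in the 9 named subtypes. A replicate block gave 2212 at D3, 1057 over days and 903 for the interaction.

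With 1 library left out, calls at D0 ran from 0 to 3049 (without NS-KO D0 replicate 1), with 128 without NS-KO D0 replicate 2, 25 without WT D3 replicate 1, 248 and 219 without NS-KO D3 replicates 1 and 2, and 143 and 183 without NS-KO D27 replicates 1 and 2. Calls at D3 ran from 1352 (without NS-KO D3 replicate 2) to 2957 (without NS-KO D3 replicate 1), with 1451 without WT D3 replicate 1. Calls at D27 ran from 0 to 4071 (without NS-KO D27 replicate 2), with 344 without NS-KO D27 replicate 1, 121 without WT D3 replicate 1, 242 and 187 without NS-KO D0 replicates 1 and 2, and 361 and 324 without NS-KO D3 replicates 1 and 2. For WT D3 against D0 they ran from 0 to 44 (without NS-KO D3 replicate 1), with 30 without NS-KO D0 replicate 1 and 29 without NS-KO D27 replicate 2. Over days they ran from 388 (without WT D0 replicate 1) to 5540 (without NS-KO D27 replicate 2), with 470 without WT D0 replicate 2, 872 and 755 without WT D3 replicates 1 and 2, 772 and 530 without WT D27 replicates 1 and 2, 4691 without NS-KO D0 replicate 1 and 3246 without NS-KO D3 replicate 1. For the interaction they ran from 144 (without WT D0 replicate 1) to 4054 (without NS-KO D0 replicate 1, 1394 higher and 2660 lower), with 264 without WT D0 replicate 2, 195 without WT D3 replicate 1 and 2561 without NS-KO D3 replicate 1. Of sums, 89 to 112 were called over days against 111.

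The tRF-5c set over days had a mean log2 fold change of −0.76 (adjusted p = 0.03068 from camera), with −1.717 under the filterByExpr rule (adjusted p = 0.1685 from camera) and −0.7587 with a replicate block (adjusted p = 0.05366 from camera). With 1 library left out it ran from −0.9112 (without NS-KO D27 replicate 1) to −0.6227 (without WT D3 replicate 2). The adjusted p from camera was 0.05304 without WT D0 replicate 1, 0.06032 without WT D27 replicate 2 and 0.0777 to 0.1858 without any 1 of the 6 NS-KO libraries. The set of 68 candidates at D3 kept a mean of 1.437 to 1.704 (camera, p from 0.0007987 to 0.007684), and the tRF-1 set over days one of 0.2049 to 0.2746, which passed in 0 of the 12.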

Differences from the paper's values

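The paper gives 366 tsRNAs higher in NS-KO at D0 by more than 1.5-fold, and the count here is 9830. For tsRNAs lower by more than 1.5-fold the paper gives 267, and the count here is 769. None of the settings chosen before the data were examined reaches either value, with 3698 and 135 for perfect matches alone, 13612 and 4748 after thinning, and 3648 to 9920 and 621 to 817 with 1 library left out. A setting chosen after these values were seen, perfect matches in the 9 named subtypes, gives 417 and 50, so that it reaches the first and not the second.

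Values of figures were read by eye, and a count is taken to reach a value within 1.5-fold or within the SD of the replicates, except that the SD is not used where 1 read passes the threshold in a library. The paper's Fig. 4b shows about 310 tsRNAs in WT D0, about 430 in WT D3, about 330 in WT D27, about 490 in NS-KO D0, about 500 in NS-KO D3 and about 450 in NS-KO D27, and the counts here are 2005, 3194, 2376, 4365, 4847 and 4608. None of the settings chosen beforehand reaches them. Counting perfect matches in the 9 named subtypes once per isodecoder, a setting chosen after seeing the paper's values, gives 311, 420, 325, 468, 420 and 479.

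The paper's Fig. 4c shows about 50 tRF-1s in WT D0, about 52 in WT D27, about 120 in NS-KO D0, about 120 in NS-KO D3 and about 110 in NS-KO D27, and the counts here are 91, 85, 271, 220 and 227. A CPM of at least 50, chosen beforehand, reaches all of them, with 47, 44, 133, 123 and 115, and so does thinning with at least 2 reads, with 63, 65, 159, 154 and 139. For WT D3, about 93 in the paper and 192 here, the values do not differ beyond the spread of the replicates.

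The paper's Fig. 1b shows about 9 tsRNAs in WT D0 only, about 300 in both and about 140 in WT D3 only, and the counts here are 215, 1790 and 1404. None of the settings chosen beforehand reaches them. The setting chosen afterwards gives 17, 294 and 126, and 17 still differs.

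In direction, the paper states that tRF-1s are more in NS-KO at all time points. At D3 the ratio of NS-KO to WT in number is 1.11 here, 0.74 at a CPM of at least 10, 1.43 at 50, 1.36 at 100, 1.26 after thinning, 1.29 after thinning with at least 2 reads, 1.56 for perfect matches and 1.00 at equal reads outside tRF-5c, while the ratio in share of reads is 0.90. The paper states that other types of tsRNA are lower in NS-KO. At the paper's heatmap threshold at D0, tRF-5c (0 higher, 228 lower), tiRNA-5 (0 and 12) and tRF-3a (0 and 4) have that direction here. tRF-1s have the opposite (3 and 0), and tRF-3b (2 and 0) and Other (56 and 49) do not have the stated direction. The paper used edgeR, and the threshold was applied here to limma estimates with a prior count of 2. Fragments with few reads can miss it. At D3, tG026 had 5 and 6 reads in NS-KO against 0 in WT and an estimate of 1.639. In shares of reads over days, tRF-5c is lower and Other, tRF-5b and tRF-2 are higher. For D3 the paper states that almost all NS-KO mice had higher tRF-1 expression, and at its heatmap threshold 27 tRF-1s are higher here and 0 lower. At that threshold at D3, Other (756 higher, 20 lower), tRF-5b (10 and 0) and tiRNA-5 (10 and 1) were higher too. tRF-5c was mixed, with 27 higher and 30 lower, and tRF-3a was mostly lower, with 1 and 18. At D27, tRF-1s had 3 and 3 and tRF-5c 0 and 301.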

Other observations

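NS-KO livers held fewer reads of tRF-5c fragments, the 5′ ends of mature tRNAs that make up most tsRNA reads of WT livers, and more reads of mitochondrial tRNAs. tRF-1s, cut from the trailers of precursors, rose for particular isodecoders, with Ile-AAT called higher at D0, D3 and D27, Gln-CTG at D3 and D27, and Asp-GTC and Gly-CCC at D3. On day 3 fragments of mt-Pro-TGG, mt-Ser-TGA, mt-Cys-GCA and mt-His-GTG rose as well.

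The tests of reads outside tRF-5c, of blood or plasma RNA, of 1 library of a group, of splits for sums and of the nucleoside peaks were chosen only after the result was seen. Thinning to equal depth was chosen beforehand, and the limits for reading it only after.

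More tRF-1s were counted in NS-KO libraries, which were shallower than WT libraries at D0 and D27 and, by the median, deeper at D3. After thinning to equal depth the ratio of NS-KO to WT was 1.844 (exact permutation test, p = 0.02778), which argues against depth alone. At equal reads outside tRF-5c the ratio was 1.232 (exact permutation test, p = 0.06481), so that abundant tRF-5c reads in WT libraries may account for a large part of the difference. A missed threshold does not show that the numbers are equal.

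The share of tRF-5c reads was lower in NS-KO. Reads of the 5′ subtypes (tRF-5a, tRF-5b, tRF-5c and tiRNA-5) of Gly-GCC, Glu-CTC and Val-AAC/Val-CAC were examined. Those under 27 nt made up 2.231% in NS-KO and 0.3874% in WT, a difference of 1.843 points (exact permutation test, p = 0.02778). This met both the criterion set for breakdown, a p under 0.05, and the criterion set against it, under 5 points. It covers only fragments that keep their 5′ end, and it leaves out 5′ reads listed as Other. If less blood or plasma RNA were the cause, Gly-GCC and Glu-CTC fragments could be taken to fall alike, and their ratio differed by −1.087 on the log2 scale (exact permutation test, p = 0.02778). Glu-CTC fragments were lower too, from 7.396% to 3.867% of reads, so this test cannot tell.

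Of 2203 fragments called higher on day 3, 1971 came from mitochondrial tRNAs. A variant of the strain against the reference would leave few perfect matches, and 63.23% of the called fragments matched perfectly against 36.66% of all tested. Without 1 NS-KO D3 library, the library left out lay above both WT D3 libraries for 85.42% (replicate 1) and 92.82% (replicate 2) of the fragments called higher, and for over 50% of those of an isodecoder in 32 of 33 and 28 of 30 isodecoders with at least 5 such fragments. Of fragments not called, matched on reads in WT D3 and at D0 and D27, it did so for 24.37% and 21.13%, against 91.48% and 92.19% of the called fragments that had a match, which argues against 1 library as the whole cause. In these fits NS-KO D3 held 1 library, so the spread behind the calls came only from the other groups. Replicate 1 missed a first limit of 90%, which was replaced after the value was seen, as was an earlier test that gave 100% whatever the calls were.

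To see whether chance can be excluded, libraries were split within days in 100 ways, of which 1 is the split by genotype. That 1 alone reached the 1335 fragments called over days (highest other 559) and the 111 sums (highest other 49).

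The nucleoside peaks of the paper's supplementary table give 5-methylcytosine in NS-KO tRNAs at 5.631% of WT (log2 −4.157, exact permutation test, p = 0.009259) and 5-methyluridine at 6.172% (log2 −4.021). The ratio of the 5-methyluridine to the 5-methylcytosine peak varied by 7.416% between samples while the 5-methylcytosine peak varied by 93.72%. An isotope of 5-methylcytosine counted as 5-methyluridine might give a constant ratio, and the limits set, under 5% for it and 20% or more against it, leave this open.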
